# Tumour suppressor EP300, a modulator of paclitaxel resistance and stemness, is downregulated in metaplastic breast cancer

**DOI:** 10.1007/s10549-017-4202-z

**Published:** 2017-03-24

**Authors:** Muhammad Asaduzzaman, Stephanie Constantinou, Haoxiang Min, John Gallon, Meng-Lay Lin, Poonam Singh, Selina Raguz, Simak Ali, Sami Shousha, R. Charles Coombes, Eric W.-F. Lam, Yunhui Hu, Ernesto Yagüe

**Keywords:** Metastasis, Cancer stem cells, Drug resistance, BCL2, ABCG2, EP300 signature

## Abstract

**Purpose:**

We have previously described a novel pathway controlling drug resistance, epithelial-to-mesenchymal transition (EMT) and stemness in breast cancer cells. Upstream in the pathway, three miRs (miR-106b, miR-93 and miR-25) target EP300, a transcriptional activator of E-cadherin. Upregulation of these miRs leads to the downregulation of EP300 and E-cadherin with initiation of an EMT. However, miRs regulate the expression of many genes, and the contribution to EMT by miR targets other than EP300 cannot be ruled out.

**Methods:**

We used lentiviruses expressing EP300-targeting shRNA to downregulate its expression in MCF-7 cells as well as an *EP300*-knocked-out colon carcinoma cell line. An EP300-expression plasmid was used to upregulate its expression in basal-like CAL51 and MDA-MB-231 breast cancer cells. Drug resistance was determined by short-term proliferation and long-term colony formation assays. Stemness was determined by tumour sphere formation in both soft agar and liquid cultures as well as by the expression of CD44/CD24/ALDH markers. Gene expression microarray analysis was performed in MCF-7 cells lacking EP300. EP300 expression was analysed by immunohistochemistry in 17 samples of metaplastic breast cancer.

**Results:**

Cells lacking EP300 became more resistant to paclitaxel whereas EP300 overexpression increased their sensitivity to the drug. Expression of cancer stem cell markers, as well as tumour sphere formation, was also increased in EP300-depleted cells, and was diminished in EP300-overexpressing cells. The EP300-regulated gene signature highlighted genes associated with adhesion (*CEACAM5*), cytoskeletal remodelling (*CAPN9*), stemness (*ABCG2*), apoptosis (*BCL2*) and metastasis (*TGFB2*). Some genes in this signature were also validated in a previously generated EP300-depleted model of breast cancer using minimally transformed mammary epithelial cells. Importantly, two key genes in apoptosis and stemness, *BCL2* and *ABCG2*, were also upregulated in EP300-knockout colon carcinoma cells and their paclitaxel-resistant derivatives. Immunohistochemical analysis demonstrated that EP300 expression was low in metaplastic breast cancer, a rare, but aggressive form of the disease with poor prognosis that is characterized by morphological and physiological features of EMT.

**Conclusions:**

EP300 plays a major role in the reprogramming events, leading to a more malignant phenotype with the acquisition of drug resistance and cell plasticity, a characteristic of metaplastic breast cancer.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s10549-017-4202-z) contains supplementary material, which is available to authorized users.

## Introduction

Many breast cancers initially respond well to chemotherapy, however, in a significant proportion of cases, and following a cancer-free period, metastases at distant sites appear and these are accompanied by a poor response to therapy, normally with fatal consequences. It is thus imperative to improve our understanding of the mechanisms leading to cancer spread and therapy response with the aim of developing new markers and therapeutic strategies [1].

Epithelial cells undergoing epithelial-to-mesenchymal transition (EMT, the first step in the metastatic cascade) lose E-cadherin expression and their characteristic epithelial morphology. These events are accompanied by an increase in motility and acquisition of the ability to degrade the extracellular matrix and invade other tissues. Loss of E-cadherin, a hallmark of the EMT programme, liberates β-catenin (normally associated with the C-terminus of E-cadherin), which migrates to the nucleus and induces the expression of genes orchestrating the EMT programme. Importantly, the EMT programme generates cancer cells with stem cell-like characteristics (cancer stem cells, CSCs). EMT and CSCs are often associated with the acquisition of drug resistance. Thus, these three processes are tightly interlinked [2–4].

Downregulation of E-cadherin by transcriptional repressors (Snail and Slug, as well as ZEB1, ZEB2 and Twist) is well-studied. However, transcriptional activators of E-cadherin, which help maintain the cell in an epithelial state, such as EP300, FOXA1 and RUNX1, are less well characterized [5]. EP300 was originally discovered as a transcriptional co-activator that plays pivotal roles in integrating and mediating multiple signal-dependant transcription events [6]. The most studied function of EP300 is as a histone acetyltransferase, regulating transcription via chromatin remodelling [7], and it has important roles in cell proliferation, transformation and differentiation [8]. Loss of EP300 heterozygosity has been described in breast carcinomas [9], somatic *EP300* mutations have been identified in several malignancies [10] and EP300-deficient colon carcinoma cells show phenotypic changes characteristic of EMT [11].

We have recently described a novel EMT/CSC/drug resistance regulatory axis controlled by the miR-106b~25 cluster [12], which is associated with aggressive basal-like, oestrogen receptor-negative, grade 3 breast cancers [13]. The three miRs in the cluster target *EP300* mRNA and downregulate its expression, leading to increased motility and invasive properties as well as the generation of doxorubicin and radiation-resistant derivatives [12]. In bladder cancer cells, experimental downregulation of EP300 also leads to doxorubicin and cisplatin resistance [14], [15]. Using a minimally transformed mammary epithelial cell model [16], we have also demonstrated that cells in which this pathway has been experimentally downregulated acquire a multidrug resistance phenotype with evasion from apoptosis [17].

Here we show that experimental modulation of EP300 alters paclitaxel sensitivity and the generation of paclitaxel resistance. EP300 silencing is also associated with increased in vitro tumorigenicity and CSC-like markers, whilst its ectopic expression in basal-like breast cancer cells partly rescues the epithelial, differentiated and paclitaxel-sensitive phenotype. Gene expression profiling identifies down-stream EP300 targets associated with drug resistance, EMT and CSCs. Finally, immunohistochemical analysis reveals a strong downregulation of EP300 in metaplastic breast cancer, a rare, but aggressive form of invasive breast cancer with histological evidence of EMT, which has a poor clinical outcome.

## Materials and methods

### Cells

MCF-7 and MDA-MB-231 cells were obtained from Sigma-Aldrich, CAL51 cells from the German Resource Centre for Biological Material (DSMZ), HCT116 and HCT-KOEP300 (a genetic EP300 knockout from HCT116 cells [11]) cells from Cancer Research Technology and HEK293T cells from the American Type Culture Collection. Minimally transformed human mammary epithelial cells (MTMEC) were a gift from William Hahn (Dana Farber, Boston). MTMECs express TERT, SV40 large T antigen, a constitutively active form of PI3K, p110α and oncogenic ras [16] and were maintained in serum-free HuMEC medium (Life Technologies). HEK293T were maintained in DMEM supplemented with 4.5 g/L glucose, 10% foetal calf serum and 4 mM l-glutamine (Life Technologies). MCF-7 and MDA-MB-231 cells were maintained as HEK293T cells but with 1 g/L glucose. HCT116 cells were maintained in McCoy’s 5A medium supplemented with 10% foetal calf serum and 4 mM l-glutamine.

Downregulation of *EP300* was obtained by stable expression of hairpins in the lentiviral vector pGIPZ^®^ (Thermo Scientific). Two different hairpins,

V3LHS_331296 (mature antisense: TGTGCACAACTGTTTGCCG) and V3LHS_331295 (mature antisense: TAATCTATCTTCAGTAGCT), from the RNAi Consortium (Broad Institute) were used. Viral transductions were essentially as described [18] and cells were selected and maintained with 1 µg/mL puromycin. Overexpression of *EP300* was obtained by stable expression of a pcDNA3.1-derived construct carrying the full-length *EP300* cDNA (Addgene #23252) [19]. Cells were transfected with GenJet (SignaGen Laboratories) following manufacturer’s instructions and selected and maintained with 1 mg/mL G418. Pools of at least 200 G418-resistant clones were used in all cases. Paclitaxel-resistant lines were generated following a “pulse” methodology as described [12]. In short, cells were treated with paclitaxel (20 nM for MCF7-shEP300, 15 nM for MTMEC-shEP300 and 40 nM for HCT-KOEP300 derivatives) for 3 days, after which the cells were grown drug-free for two passages before repeating the drug treatment. Resistant lines were obtained after several months and did not show any significant cell death after drug treatment.

### Gene expression analysis

Total RNA (isolated using a RNeasy kit, Qiagen) was reverse transcribed with MuLV reverse transcriptase (High-Capacity RNA-to-cDNA kit, Applied Biosystems) and real-time quantitative PCR (QPCR) was performed using SYBR Green (Applied Biosystems) on an ABI Prism 7700 detection system (PerkinElmer Life Sciences). *RPS14* and *RPLP0* mRNAs were used as normalizers. A comparative threshold cycle was used to determine the relative gene expression as previously described [20]. Oligonucleotides used for gene expression analysis are shown in Supplementary Table 1.

### Antibodies

Antibodies for immunodetection following standard immunoblotting procedures were 24E10 for E-cadherin (Cell Signalling Technology), ab10485 for EP300 (Abcam), AC-15 (ab6276; Abcam) for β-actin and Bcl-2 (100) [sc-509] and C-5 (sc-365962) for Lamin B1 (Santa Cruz Biotechnology). Membranes were incubated with anti-rabbit (926-32213, IRDye^®^ 800CW Donkey anti-Rabbit, LI-COR) and anti-mouse (926-68072, IRDye^®^ 680RD Donkey anti-Mouse, LI-COR) secondary antibodies and the bands were visualised and quantified using an Odyssey Infrared Imaging System (LI-COR Biotechnology-UK Ltd).

### Drug sensitivity assay

The drug concentration necessary to kill 50% of cells (IC_50_) after 3 days of culture (6-well dishes; 3000 cells/well) was obtained after sulphorhodamine B (Sigma-Aldrich) staining [21] as previously described [22].

### Drug resistance clonogenic assay

Cells (2 × 10^5^) were seeded, at least in triplicate, in 25 cm^2^ culture flasks and exposed to a single dose of paclitaxel (Tocris Bioscience) for 3 days. Cells were kept in culture for 21 days with drug-free medium changes every three days. Drug-resistant clones were fixed with 4% paraformaldehyde and stained with 0.2% crystal violet and counted.

### Anchorage-independent growth assays

To assess the capacity of CSCs to propagate in an anchorage-independent manner, both soft agar and sphere assays were performed. Cells (5 × 10^4^) were seeded in 0.3% agar noble in complete DMEM medium on 30 mm plates with a bottom layer of solidified 0.6% agar noble in the same medium. Triplicate cultures for each cell type were maintained for 4 weeks at 37 °C in an atmosphere of 5% CO_2_ and 95% air, with 200 μL fresh medium added once a week. Colonies larger than 50 μm in diameter were counted after 4 weeks and stained with crystal violet. For the sphere formation assay [23], cells (100–200) were plated in each well of an ultralow attachment 24-well plate (Corning) with 3 mL serum-free mammary epithelial growth medium (MEGM, BioWhittaker), supplemented with 2% B27 supplement, 20 ng/mL epidermal growth factor and 20 ng/mL fibroblast growth factor-basic (all from Invitrogen). Cells were grown for 14 days, replenishing 500 µL of medium every 3–5 days, until spherical clusters larger than 50 µm diameter were counted.

### Flow cytometry

For stem cell markers, CD44 (G44-26, APC) and CD24 (ML5, PE), both from BD Biosciences, were used essentially as described [23]. An Aldefluor assay kit (StemCell Technologies) was used for the determination of aldehyde dehydrogenase (ALDH) activity by flow cytometry essentially as described [23]. Briefly, cells were resuspended in assay buffer (10^6^ cells/mL). Activated Aldefluor substrate (5 μL) was added to samples and incubated at 37 °C for 45 min to allow substrate conversion. A sample with the ALDH inhibitor diethylaminobenzaldehyde was used as a negative control.

### Microarray hybridization, processing and data analysis

Total RNA was prepared from three independent biological replicates of each cell line using a RNeasy Kit (Qiagen). RNA integrity was evaluated using an Agilent 2100 Bioanalyzer. cDNA synthesis and further processing was performed using GeneChip WT PLUS Reagent kit (Affymetrix). Hybridization to Affymetrix GeneChip Human Gene ST Arrays followed manufacturer’s protocol. The control probes used to measure microarray hybridization efficiency were obtained from the Affymetrix online database and were filtered out before analysis. Raw signal intensity, background correction, quantile normalization, log_2_ transformation and probeset summarization were performed with Affymetrix Expression Console Software. Differential gene expression was analysed using Partek Genomic Suite (Partek, USA). The microarray data were deposited with the NCBI Gene Expression Omnibus (http://ncbi.nlm.nih.gov/geo/) under accession number GSE76200.

### Immunohistochemistry

A total of 17 FFPE metaplastic breast cancer samples and 17 normal (reduction mammoplasty/benign) breast tissue samples were used. Samples were collected from the Imperial College Healthcare Tissue Bank (R14086) and Breast Cancer Now Tissue Bank (BCNTB-TR000054) after ethics approval by both institutions. Immunohistochemical staining was performed using antibodies against EP300 (HPA003128, Sigma-Aldrich, dilution 1:200) and E-cadherin (Clone 36, #610181, BD Biosciences, dilution 1:200). EP300 antibody specificity was validated with a synthetic peptide (APrEST73567, Atlas Antibodies) competition assay following manufacturer’s protocol. A standard operating procedure for immunohistochemical staining (Charing Cross Hospital Histopathology Laboratory, Q-Pulse index Code: CEL-LP-172-X, Ver. 1.6, 2013, Supplementary Table 2) modified to use the Bond Polymer Refine Detection Kit (DS9800, Leica Biosystems) was used. All sections were visualised with diaminobenzidine and counterstained with haematoxylin. EP300 and E-cadherin immunoreactivity was scored based on staining intensity ranging from 0 to +3: 0 = null, +1 = low, +2 = intermediate and +3 = high, as described [24]. More than six representative fields of each slide were analysed for determining EP300 and E-cadherin expression levels. The percentage of EP300- or E-cadherin-positive tumour cells scored as high (+2 or +3 in at least 66% of cells) or low/none was calculated for each slide by two investigators (MA and EY) and validated by a pathologist (SS) and clinical oncologist (RCC).

### Statistical analysis

Statistical evaluations were performed by Student’s *t* test for paired data or one-way ANOVA with Dunnett’s multiple comparison test. Data were considered significant at a *P*-value inferior to 0.05.

## Results

### Modulation of EP300 in cell model systems

In order to study how breast cancer epithelial cells respond to EP300 downregulation, we generated stably transfected MCF-7 cells with a lentivirus driving the expression of hairpins targeting *EP300* mRNA. EP300 expression was high in this luminal cell line, but decreased to a high extent after the expression of two different EP300 hairpins. As expected, downregulation of EP300 led to a dramatic downregulation of E-cadherin (Fig. 1a).

**Fig. 1:**
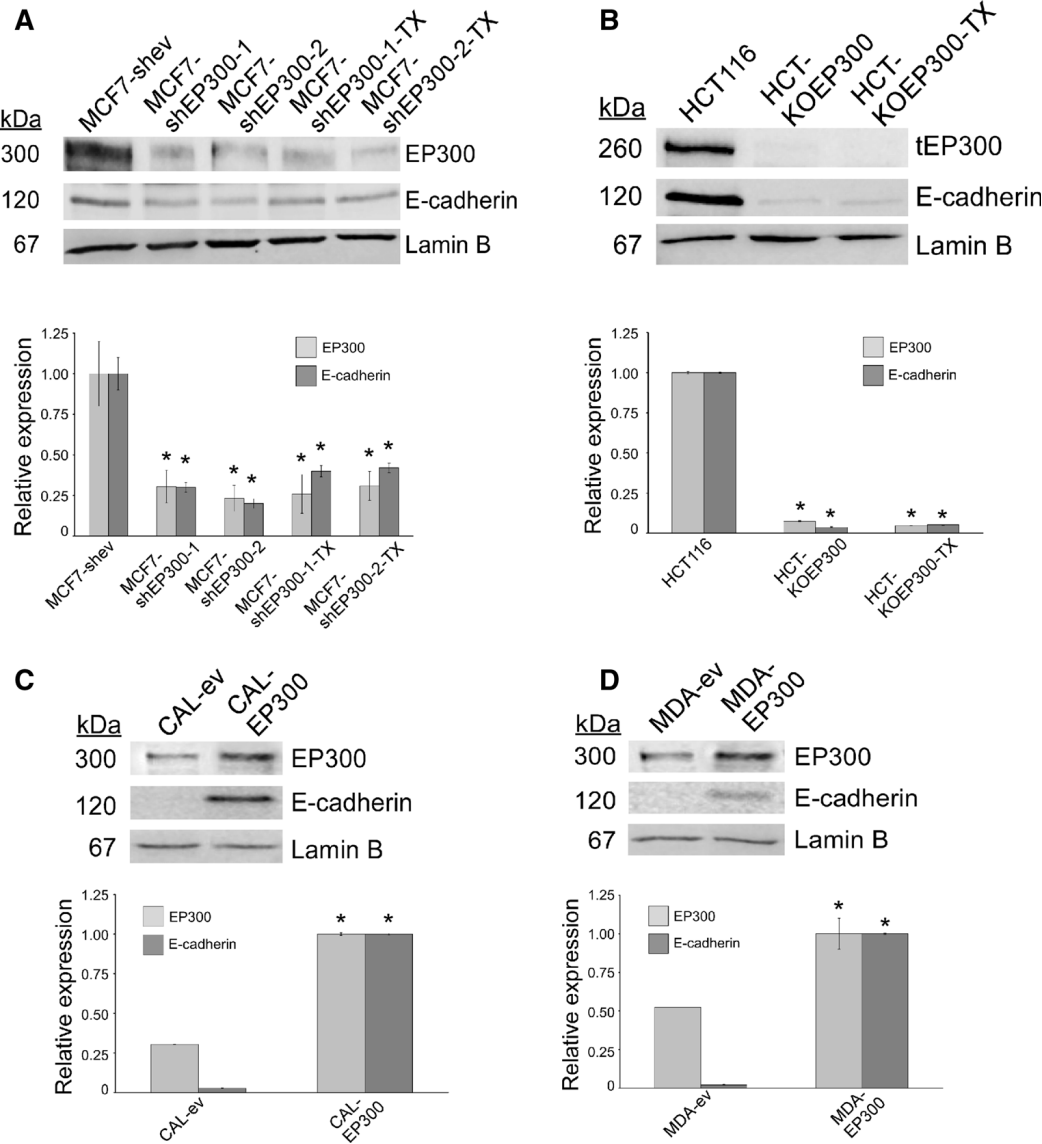
Experimental modulation of EP300 in cellular models. Expression of EP300 and E-cadherin was determined by immunoblot analyses. **a** EP300 was downregulated in breast cancer luminal MCF-7 cells by lentiviral expression of two different EP300 hairpins (MCF7-shEP300-1 and MCF7-shEP300-2). Cells expressing the empty pGIPZ vector (MCF7-shev) were used as control. **b**, a genetic knock-out of EP300 (HCT-KOEP300) is available in colon carcinoma HCT116 cells. This cell line is hemizygous for the *EP300* locus and generates a C-terminus truncated EP300 protein [10]—note its lower molecular mass (tEP300, truncated EP300). Paclitaxel-resistant derivatives are indicated with the -TX name extension. **c**, **d** EP300 was upregulated in breast cancer basal-like CAL51 and MDA-MB-231 cells with an EP300 expression cassette in pcDNA3.1 (CAL-EP300 and MDA-EP300). In both cases, cells transfected with pcDNA3.1 were used as controls (CAL-ev and MDA-ev). Lamin B was used as a loading control. Representative pictures of three replicates are shown. Immunoblots were quantified and data are shown in the histograms as average ± SD of three blots. All statistical comparisons (*P < 0.05) versus control cells

HCT116 colon carcinoma cells are hemizygous for EP300 and due to the high frequency of homologous recombination in these cells, an EP300 genetic knocked-out model showing characteristics of EMT, has previously been generated [11]. These cells show, as expected, a lack of both EP300 and E-cadherin (Fig. 1a) and thus represent also a good cell system to study the phenotypic effects in an *EP300*-null background.

Triple-negative, basal-like breast cancer cells show many mesenchymal characteristics and thus we generated stably transfected cells derived from CAL51 and MDA-MB-231 in which EP300 was upregulated after transfection with an expression vector. Both CAL51 and MDA-MB-231 cells expressed low to moderate levels of EP300 that were upregulated in the stably overexpressed lines. As expected, E-cadherin was not detectable in the control cells, but its expression was upregulated in both CAL-EP300 and MDA-EP300 cells, although at a higher extent in the former than the latter (Fig. 1b).

### Modulation of EP300 expression alters paclitaxel sensitivity and the generation of paclitaxel-resistant cells

Paclitaxel is used both in the primary setting to reduce the risk of recurrence and in the advanced stage after lack of response to anthracyclines. We have previously shown that in a minimally transformed cellular model of breast cancer, experimental downregulation of EP300 decreases paclitaxel sensitivity and leads to the generation of paclitaxel-resistant cells [17]. In order to ascertain the generalized effect on paclitaxel response, we determined its IC_50_ values in the cell models generated above. EP300 downregulation led to an increase in the IC_50_ in MCF-7 cells, giving between a 3.8- and 5.7-fold increase in resistance depending on the hairpin used (Table 1). Importantly, this increase in paclitaxel resistance was also reproduced in EP300-knocked-out colon carcinoma HCT116 cells with an IC_50_ increase of 4.6-fold (Table 1). Conversely, when EP300 was experimentally upregulated in CAL51 and MDA-MB-231 cells, an increase in paclitaxel sensitivity (2.3- and 3.5-fold, respectively) was observed (Table 1).

**Table 1:** Modulation of paclitaxel sensitivity after experimental modulation of EP300 expression in cell models

Cell type	Cell derivative	EP300 status	IC_50_ (nM)^a^	Fold resistance	Fold sensitivity
MCF7	MCF7-shev		1.3		
	MCF7-shEP300-1	Downregulated	5.0	3.8	
	MCF7-shEP300-2	Downregulated	7.5	5.7	
	MCF7-shEP300-1-TX	Downregulated	45.6	35.1	
	MCF7-shEP300-2-TX	Downregulated	29.6	22.7	
HCT116	HCT116		3.1		
	HCT-KOEP300	Knockedout	14.2	4.6	
	HCT-KOEP300-TX	Knockedout	53.0	17.1	
CAL51	CAL-ev		4.2		
	CAL-EP300	Upregulated	1.8		2.3
MDA-MB-231	MDA-ev		32.1		
	MDA-EP300	Upregulated	9.2		3.5

^a^Paclitaxel concentration at which proliferation after 3 days was reduced by 50% estimated from the corresponding dose–response curves

Modulation of EP300 did not only affect short-term drug sensitivity, but also the long-term generation of drug-resistant cells. After 3 weeks of culture, and following an initial single paclitaxel treatment during 3 days, the number of drug-resistant clones increased approximately five-fold in MCF7-shEP300 (Fig. 2a) and 15-fold in HCT-KOEP300 cells (Fig. 2b). Conversely, overexpression of EP300 led to a reduction in the number of resistant clones by approximately three-fold in CAL-EP300 cells (Fig. 2c). When pools of resistant clones were isolated (MCF7-shEP300-1-TX, MCF7-shEP300-2-TX and HCT-KOEP300-TX), their paclitaxel IC_50_ values indicated a further decrease in drug sensitivity (Table 1). Thus, modulation of EP300 alters paclitaxel resistance.

**Fig. 2:**
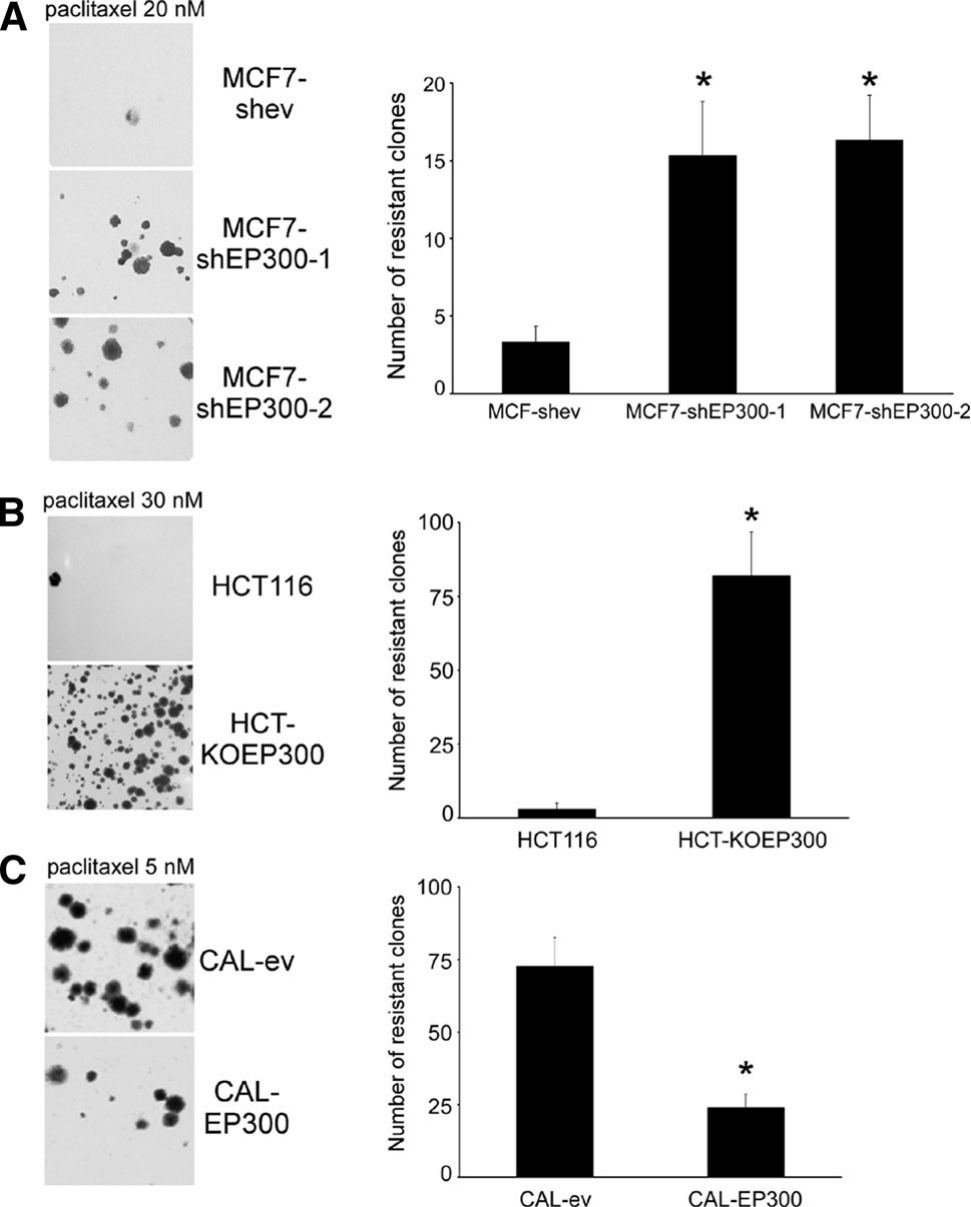
EP300 regulates the generation of paclitaxel resistance. Cells were treated for 3 days with paclitaxel and drug-resistant clones were stained with crystal violet 3 weeks after (*left panels*) and counted (*right panels*). **a**, MCF-7 cells. **b**, HCT116 cells. **c**, CAL51 cells. Numerical data represent the average ± SD of three independent experiments. All statistical comparisons (*P < 0.05) versus control cells. *Pictorial data* show a representative of three different experiments

### Modulation of EP300 expression alters cancer stem cell markers and anchorage independence

Drug resistance is strongly associated with CSC characteristics, such as a CD44^+^/CD24^−^/ALDH1^+^ phenotype, and the ability to survive and grow in an anchorage-independent manner [25, 26]. We asked, first, whether modulation of EP300 would alter the proportion of CSCs. For this, we performed a double stain with CD44 and CD24 antibodies and determined the percentage of cells positive for each marker. As expected, MCF7-ev control cells showed a low proportion of CD44^+^/CD24^−^ cells (~1%). However, there was an increase in both MCF7-shEP300 (to 2.5–3%) as well as in their paclitaxel-resistant derivatives (to 5–6%; Fig. 3a). The increase in the CD44^+^/CD24^−^ population upon downregulation of EP300 was further confirmed using HCT116 cells. Although these cells have a high proportion of CD44^+^/CD24^−^ cells, EP300 knock-down led to a further increase in this subpopulation, from ~33% in HCT116 cells to ~44% in HCT-KOEP300 cells, that increased further to ~65% in HCT-KOEP300-TX-resistant cells (Fig. 3b). Conversely, experimental upregulation of EP300 expression led to a decrease in the CD44^+^/CD24^−^ subpopulation of MDA-MB-231 cells, from ~9% in MDA-ev to ~3% in MDA-EP300 cells (Fig. 3c). Despite its triple-negative and basal characteristics, CAL51 cells have a very low CD44 expression [27]. However, determination of ALDH^+^ cells by flow cytometry confirmed that experimental upregulation of EP300 led to a decrease in the percentage of ALDH^+^ CAL51 cells (from ~43% in CAL-ev to ~23% in CAL-EP300; Fig. 3d). Thus, there is an inverse relationship between EP300 expression and CSC markers.

**Fig. 3:**
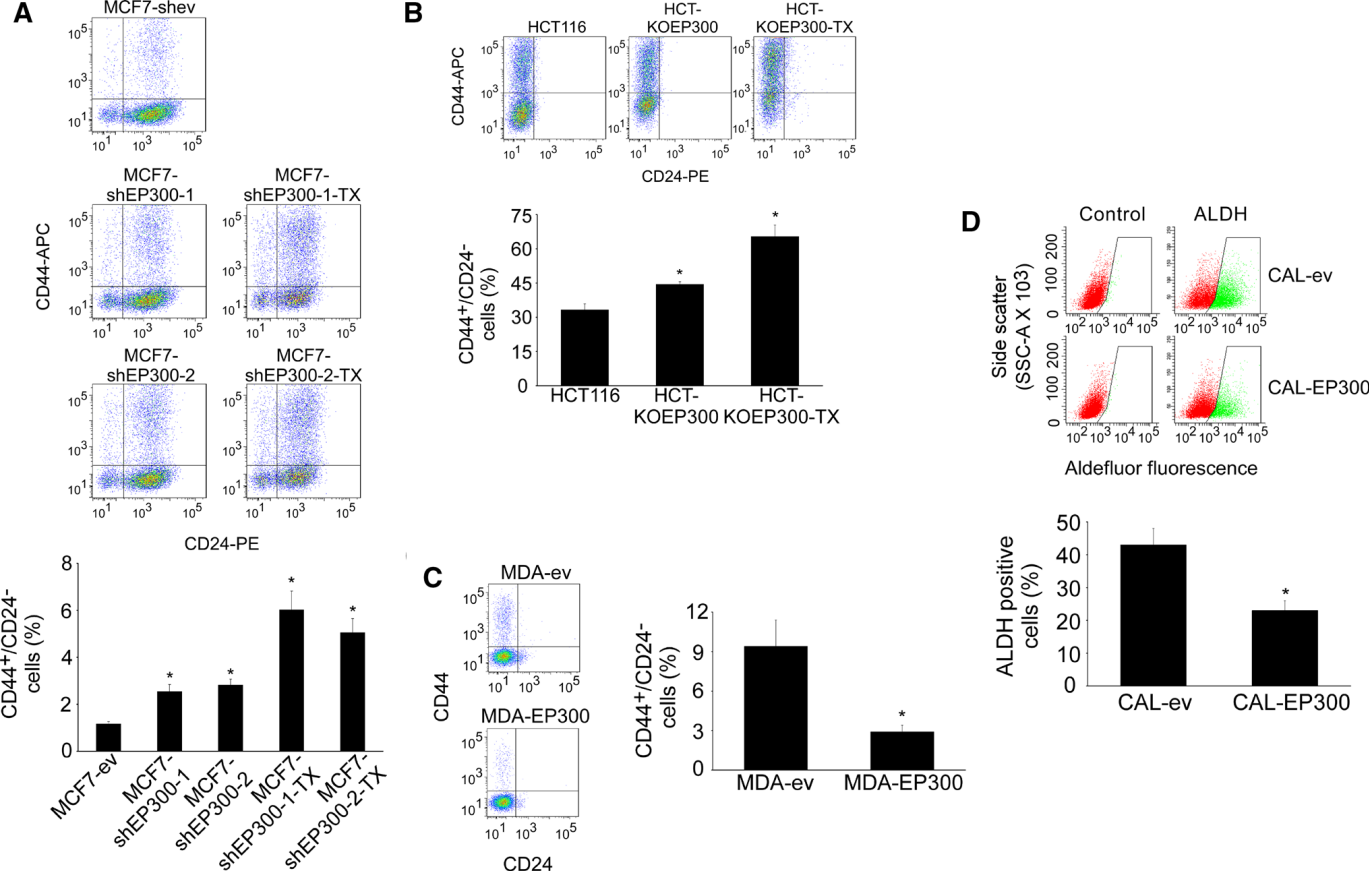
EP300 regulates stem cell markers. **a**–**c** Flow cytometry plots after staining (**a** MCF-7 cells; **b** HCT116 cells; **c** MDA-MB-231 cells) with CD44-APC- and CD24-PE-conjugated antibodies. Paclitaxel-resistant cell derivatives (MCF7-shEP300-1-TX, MCF7-shEP300-2-TX and HCT-KOEP300) were generated from the corresponding cells after selection with 20 nM (MCF-7 cells) and 40 nM paclitaxel (HCT116 cells). Histograms indicate the percentage of CD44^+^/CD24^−^ cells. **d** Upregulation of EP300 in CAL51 cells reduces the percentage of ALDH^+^ cells. Cells were treated with Aldefluor alone (*ALDH*) or in the presence of the ALDH inhibitor diethylaminobenzaldehyde (*Control*) and then analysed by flow cytometry. The green gate was set up with the control cells to include no more than 1% of the population and was used to determine the percentage of ALDH-positive cells in the absence of inhibitor. Representative flow cytometry plots are shown. Numerical data represent the average ± SD of three independent experiments. All statistical comparisons (*P < 0.05) versus control cells

In order to assess the functionality of the stem cell markers above, two complementary anchorage independence assays were performed, sphere formation in liquid cultures using low attachment plates and colony formation in soft agar. Downregulation of EP300 in MCF-7 cells led to an increase in both the number of mammospheres (~7-fold) and colonies in soft agar (~2-fold). Paclitaxel-resistant derivatives showed a further two-fold increase in the number of mammospheres, although this was not observed in the formation of colonies in soft agar (Fig. 4a, d). These results were confirmed in HCT116 cells. Thus, the number of mammospheres increased two-fold and 3.5-fold in HCT-KOEP300 and HCT-KOEP300-TX cells, respectively, whereas the number of colonies in soft agar increased by two-fold and 2.5-fold in the same cells (Fig. 4b, e). Conversely, CAL51 cells overexpressing EP300 showed a 50% reduction in the anchorage-independent growth efficiency (Fig. 4c, f). MDA-MB-231, which is a cell line notoriously recalcitrant for these types of assay [28], did not generate robust tumor spheres.

**Fig. 4:**
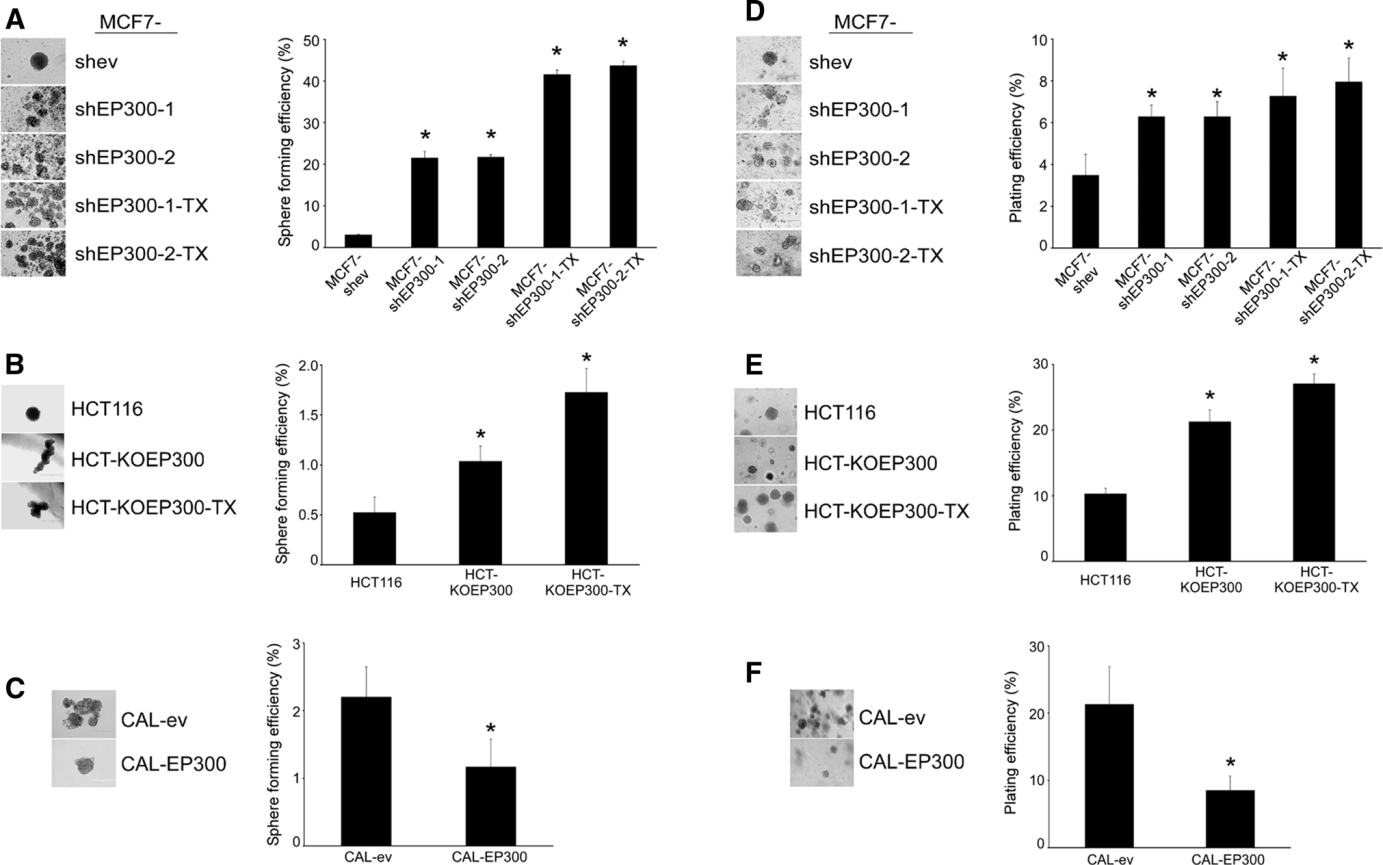
EP300 regulates anchorage independence. Anchorage independence was determined by mammosphere formation in low attachment plates (**a**–**c**) and the formation of clones in soft agar (**d**–**e**) after 2 and 4 weeks, respectively. Representative pictures of at least three independent experiments are shown. Numerical data indicate the anchorage independence efficiency after counting tumour spheres larger than 50 µm in diameter and is represented as the average ± SD of three independent experiments. All statistical comparisons (*P < 0.05) versus control cells

Overall, these results indicate a negative regulation of CSC characteristics by EP300.

### Genome-wide expression analysis indicates EP300 has a role in regulating adhesion, apoptosis and stemness

In order to gain insights into the down-stream molecules regulated by EP300, and potential effectors of the phenotypes described above, a genome-wide expression profile analysis was performed in MCF7-shEP300 cells and their paclitaxel-resistant derivatives (Fig. 5a). 

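EP300, the histone acetyltransferase targeted by both hairpins, was lower in every EP300-downregulated line than in MCF7-shev, the MCF-7 line with the empty pGIPZ vector. Its mean log2 value was 10.20 ± 0.14 (SD, n = 4 arrays) in MCF7-shev. The hairpin lines were at 9.27 ± 0.11 (SD, n = 3) for MCF7-shEP300-1 and 9.42 ± 0.10 (SD, n = 3) for MCF7-shEP300-2. The paclitaxel-resistant derivatives were at 9.42 ± 0.03 (SD, n = 3) for MCF7-shEP300-1-TX and 9.48 ± 0.03 (SD, n = 3) for MCF7-shEP300-2-TX. The EP300 signal was therefore 52.6, 58.4, 58.2 and 60.6% of that in MCF7-shev in MCF7-shEP300-1, MCF7-shEP300-2, MCF7-shEP300-1-TX and MCF7-shEP300-2-TX, in that order. These are log2 fold changes of −0.93, −0.78, −0.78 and −0.72 (standard error 0.09 each), with adjusted p of 2.22e-06, 1.39e-05, 1.35e-05 and 2.81e-05 from limma. EP300 read 10.07, 10.10, 10.27 and 10.35 in the 4 control arrays. It read 9.39, 9.26 and 9.17 in MCF7-shEP300-1 and 9.48, 9.47 and 9.31 in MCF7-shEP300-2. The arrays of MCF7-shEP300-1-TX gave 9.45, 9.38 and 9.42 and those of MCF7-shEP300-2-TX 9.47, 9.45 and 9.51, so every control array lay above every other array. MCF-7 is an oestrogen receptor-positive breast carcinoma cell line, and the 16 RNA samples of its 5 derivatives were hybridized to Affymetrix Human Gene ST arrays. The sample labels give 4 biological replicates of MCF7-shev and 3 of each other line. The Methods give 3 for each cell line and their text does not say which control arrays were used, so all 4 were kept. The authors corrected the background, quantile-normalized and log2-transformed the signals, summarized the probe sets in Affymetrix Expression Console and filtered out the control probes. Array medians of the deposited log2 values lay between 5.22 and 5.28, and any 2 arrays of a line correlated across transcript clusters at r from 0.983 to 0.992. A single gene symbol could be given to 16098 transcript clusters, which cover 14884 genes, and 37519 were tested without a name. CDH1, ABCG2, ITGA2, ITGA3, TGFB2, TNFRSF11B, COL12A1, COL4A5, CDH11, ARHGAP8, WIPF1 and CYBB are not among the named ones and are not analysed here. The lines were compared with limma over all 16 arrays, and a transcript cluster was called changed at an adjusted p under 0.05 (Benjamini-Hochberg over all transcript clusters), with no minimum fold change. A gene with several transcript clusters is given by the one with the highest mean. The 25 gene lists, among them the interferon response, the cell cycle and epithelial junctions, were fixed before the data were examined. Each with at least 3 measured genes was tested as a group with camera, with adjusted p over the lists of a comparison. The number of arrays, 3 or 4 per line, limits the precision of every value.

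**Figure D1:**
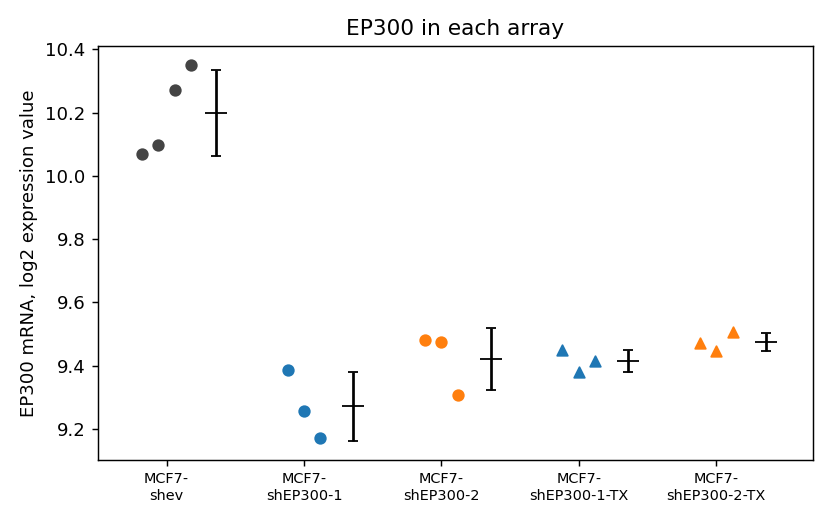
EP300 on the log2 scale in each of the 16 arrays (points) of the 5 MCF-7 lines, with the mean and SD of each line. The 4 MCF7-shev arrays lie between 10.07 and 10.35 and the arrays of the other lines between 9.17 and 9.51.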

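Genes of the interferon response, which cells induce against viral RNA, were higher as a group in both hairpin lines and in MCF7-shEP300-1-TX than in MCF7-shev. Of the 35 genes listed 25 were measured, and the numbers that rose and fell were 12 and 1 in MCF7-shEP300-1, 12 and 1 in MCF7-shEP300-2, 21 and 0 in MCF7-shEP300-1-TX and 6 and 4 in MCF7-shEP300-2-TX, while the others did not pass. Adjusted over the list alone they were 13 and 1, 14 and 1, 22 and 0 and 8 and 4. The median log2 fold changes of the group were 0.51, 0.43, 1.61 and 0.15 in that order, with camera adjusted p of 1.68e-05, 7.91e-05, 8.08e-24 and 0.138. IFI44, an interferon-induced protein, rose in the first 3 of these lines, with log2 fold changes of 1.41, 0.58 and 5.77 (standard error 0.14), and was at −0.03 in MCF7-shEP300-2-TX. IFITM1, a membrane protein that restricts viral entry, rose in all 4 lines, by 1.78, 1.60, 2.51 and 0.94. Cell cycle genes were lower as a group in MCF7-shEP300-1, MCF7-shEP300-2 and MCF7-shEP300-2-TX. Among 31 measured of 34 listed, 1 and 19 in MCF7-shEP300-1, 2 and 13 in MCF7-shEP300-2, 5 and 10 in MCF7-shEP300-1-TX and 1 and 21 in MCF7-shEP300-2-TX were higher and lower, and the rest did not pass. The counts adjusted over the list alone were 2 and 21, 3 and 15, 7 and 11 and 1 and 21. Cyclin E1 (CCNE1), which drives entry into S phase, fell in all 4 lines, with log2 fold changes of −1.31, −1.04, −0.64 and −0.91. The mitotic kinase PLK1 fell as well, with −0.87, −0.90, −0.74 and −1.07. The median log2 fold change of the cell cycle genes was −0.35, −0.15, −0.05 and −0.34, with camera adjusted p of 4.31e-06, 0.0107, 0.697 and 5.49e-07. This call held with an estimated correlation in MCF7-shEP300-1 and MCF7-shEP300-2-TX and was lost in MCF7-shEP300-2 (adjusted p = 0.287 with an estimated correlation). Targets of the tumour suppressor p53 were higher as a group in each of the 4 lines. Of 14 measured (26 listed), the numbers higher and lower were 8 and 1 in MCF7-shEP300-1, 8 and 0 in MCF7-shEP300-2, 6 and 1 in MCF7-shEP300-1-TX and 10 and 0 in MCF7-shEP300-2-TX, and the remaining ones did not pass. They were 10 and 1, 9 and 0, 6 and 1 and 10 and 0 when adjusted over the list alone. PLK2, a p53-induced kinase, rose by 1.48, 1.65, 1.62 and 1.59, and TP53I3, an oxidoreductase induced by p53, by 1.27, 1.53, 1.14 and 1.10. The medians of the p53 targets were 0.40, 0.41, 0.25 and 0.46, with camera adjusted p of 1.68e-05, 9.09e-06, 0.00196 and 3.98e-06. In MCF7-shEP300-1-TX the call was lost with an estimated correlation (adjusted p = 0.091 with an estimated correlation). Over all transcript clusters, those called were 4991 higher and 4674 lower in MCF7-shEP300-1, 5376 higher and 4078 lower in MCF7-shEP300-2, 6039 higher and 4438 lower in MCF7-shEP300-1-TX and 6500 higher and 5125 lower in MCF7-shEP300-2-TX. With no minimum fold change, more rises than falls is not a firm result, since after quantile normalization again the numbers higher and lower were 4770 and 5159 in MCF7-shEP300-1, 4642 and 4747 in MCF7-shEP300-2, 5084 and 5560 in MCF7-shEP300-1-TX and 5723 and 6340 in MCF7-shEP300-2-TX. With each array centred on its median MCF7-shEP300-2-TX had 5843 higher and 6383 lower. As deposited, the called transcript clusters make up 18.0, 17.6, 19.5 and 21.7% of all in the 4 comparisons. Those with a gene name here were 2009 higher and 2404 lower in MCF7-shEP300-1, 2221 and 1990 in MCF7-shEP300-2, 2139 and 2238 in MCF7-shEP300-1-TX and 2283 and 2478 in MCF7-shEP300-2-TX. At a minimum of 2-fold the totals were 1202, 1242, 1618 and 1694, with 785 higher and 417 lower, 934 and 308, 1258 and 360, and 1380 and 314 in the same order.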

As expected for a chromatin modifier and regulator of transcription, more than 4000 genes were differentially regulated upon EP300 downregulation and in paclitaxel-resistant derivatives (Fig. 5b). In order to validate the array data, in addition to EP300, the expression of another 10 genes was determined by QPCR. Expression of both up- and downregulated genes was highly reproducible between the two platforms (Fig. 5c), giving a high degree of confidence for the obtained gene expression profiles. 

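Of the 11 genes chosen for QPCR, 6 have named transcript clusters here. In each of the 4 lines BCL2 was higher than in MCF7-shev, while EP300, BMP4, BMP7, CAPN9 and CEACAM5 were lower. BCL2, which encodes an inhibitor of apoptosis, rose in MCF7-shEP300-1, MCF7-shEP300-2, MCF7-shEP300-1-TX and MCF7-shEP300-2-TX, with log2 fold changes of 3.51, 3.75, 3.09 and 3.19 (standard error 0.09, adjusted p of 4.93e-12, 4.38e-12, 1.66e-11 and 1.89e-11). CEACAM5, a cell adhesion molecule of the carcinoembryonic antigen family, fell in the same lines, with −5.02, −4.50, −4.85 and −2.41 in that order (standard error 0.16, adjusted p of 5.01e-11, 1.65e-10, 8.39e-11 and 1.66e-07). CAPN9, a calpain protease, had log2 fold changes of −2.42, −2.07, −2.49 and −2.20 (standard error 0.08, adjusted p of 6.25e-11, 3.47e-10, 6.19e-11 and 3.19e-10). The bone morphogenetic proteins BMP4 and BMP7 are secreted ligands of the TGF-β family. BMP7 changed by −2.55, −2.54, −2.06 and −1.07 (standard error 0.07, adjusted p of 6.2e-12, 6.33e-12, 6.19e-11 and 7.32e-08). For BMP4 the changes were −1.58, −1.43, −1.70 and −1.17 (standard error 0.12, adjusted p of 2.72e-07, 8.69e-07, 1.51e-07 and 7.25e-06). Each of these genes had every control array on one side of every array of the 4 EP300-downregulated lines. As a group the 6 genes had 1 higher and 5 lower in each line, also when adjusted over the list alone. Camera gave adjusted p of 0.000252, 0.000312, 0.000389 and 0.00446, and each of these calls held with an estimated correlation. Since the study chose these genes on the same samples, the counts are not independent evidence of their direction. All adjusted p of single genes are from limma.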

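Among genes called higher in all 4 EP300-downregulated lines, ranked by the smallest of their 4 changes, CALCR, the calcitonin receptor gene, stood first. CALCR rose by 3.50, 4.15, 3.23 and 4.19 on the log2 scale in MCF7-shEP300-1, MCF7-shEP300-2, MCF7-shEP300-1-TX and MCF7-shEP300-2-TX (standard error 0.07). MME, the membrane peptidase neprilysin, rose by 2.86, 3.36, 2.46 and 3.71. SYNPO2, an actin-binding protein, rose by 4.32, 4.13, 3.95 and 2.61. The 15 highest genes under this ranking also hold BCL2, LINC00052, PLPPR5, EPHA4, LIN7A, DNM1, TFPI, RNF43, HMCN1, HEG1, MIR4435-2HG and FGFR2. TFPI, an inhibitor of blood coagulation, rose by 3.55, 2.92, 4.52 and 2.21, and RNF43, a ubiquitin ligase that restrains Wnt signalling, by 2.96, 2.99, 2.87 and 2.20. In the other direction ARHGAP20, PLS3 and CEACAM6 stood first, followed by ZNF320, CA2, CEACAM5, HEY2, SNAR-H, DPYSL5, CAPN9, ADIRF, OLFML3, CDK14, CNN2 and VAV3. Carbonic anhydrase 2 (CA2) fell, with log2 fold changes of −3.01, −3.18, −3.20 and −2.79. HEY2, a transcription factor downstream of Notch, fell in the same order, with −2.60, −2.17, −2.88 and −2.42. The values were −2.45, −2.34, −2.10 and −2.25 for DPYSL5, a collapsin response mediator protein (standard error 0.14), and −2.17, −2.05, −2.51 and −2.23 for ADIRF, an adipogenesis regulatory factor. SNAR-H belongs to a family of near-identical non-coding RNA copies that the probes may not separate, so its values of −2.58, −2.81, −2.15 and −2.98 are uncertain. Passing limma's test at an adjusted p under 0.05 in every one of the 4 comparisons was part of the rule that chose these 30 genes. None lost a call when any 1 of the 16 arrays was left out, which is likely for genes picked by large changes on the same arrays.

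**Figure D2:**
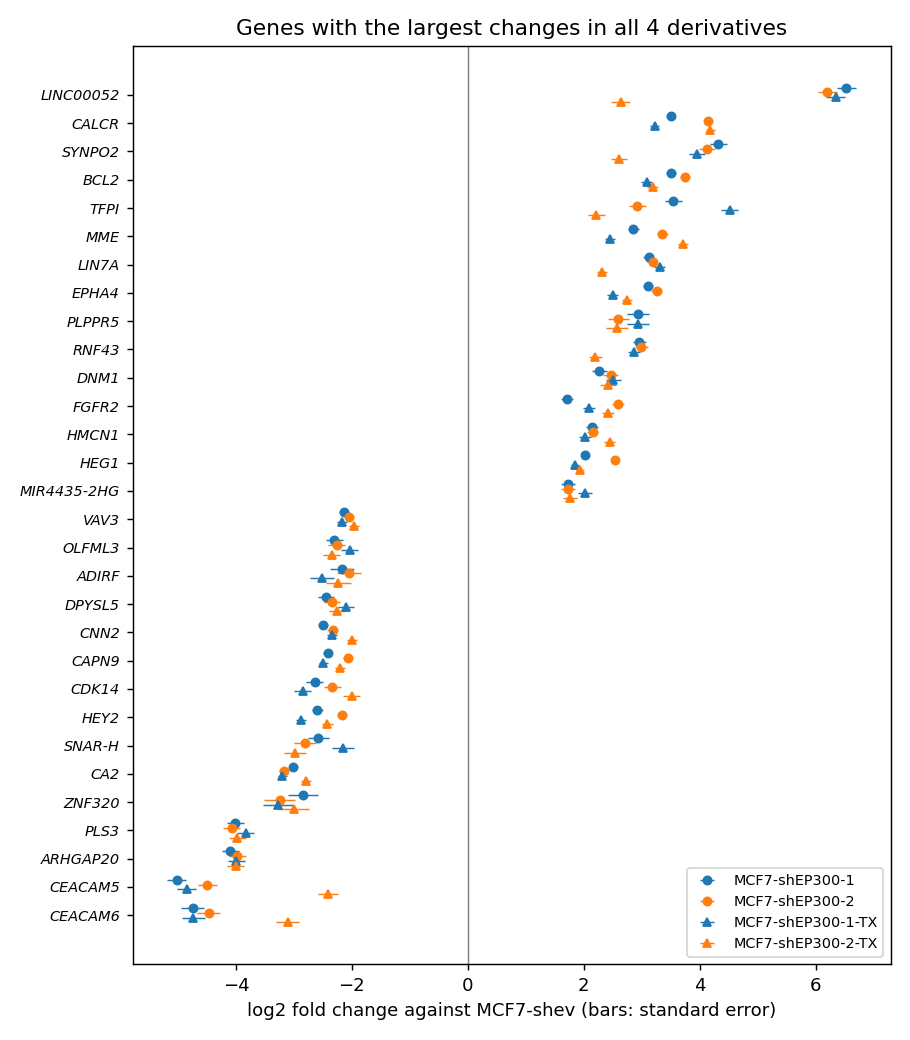
Log2 fold change against MCF7-shev, with its standard error, of the 15 highest and 15 lowest genes called in all 4 lines. Blue marks hairpin 1 and orange hairpin 2, circles the hairpin lines and triangles their paclitaxel-resistant derivatives, and LINC00052, a long non-coding RNA, lies at 6.53 in MCF7-shEP300-1 and at 2.64 in MCF7-shEP300-2-TX.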

The most differentially regulated genes are shown in Supplementary Table 3. Importantly, expression of key molecules in the MCF-7 signature, such as *CEACAM5* (adhesion), *CAPN9* (cytoskeletal remodelling), *ABCG2* (stemness), *BCL2* and *TNFRSF11B* (apoptosis), *ITAG2* and *ITAG3* (migration) and *TGFB2* (metastasis), among others, was reproduced in MTMEC-shEP300 cells (Fig. 6a). Moreover, upregulation of *BCL2* and *ABCG2* was also demonstrated in both HCT-KOEP300 cells and its paclitaxel-resistant derivative (Fig. 6b, c), indicating that regulation of these two important molecules involved in apoptosis response/drug resistance and stemness is not breast cancer specific and probably represents major EP300-regulated pathways.

**Fig. 5:**
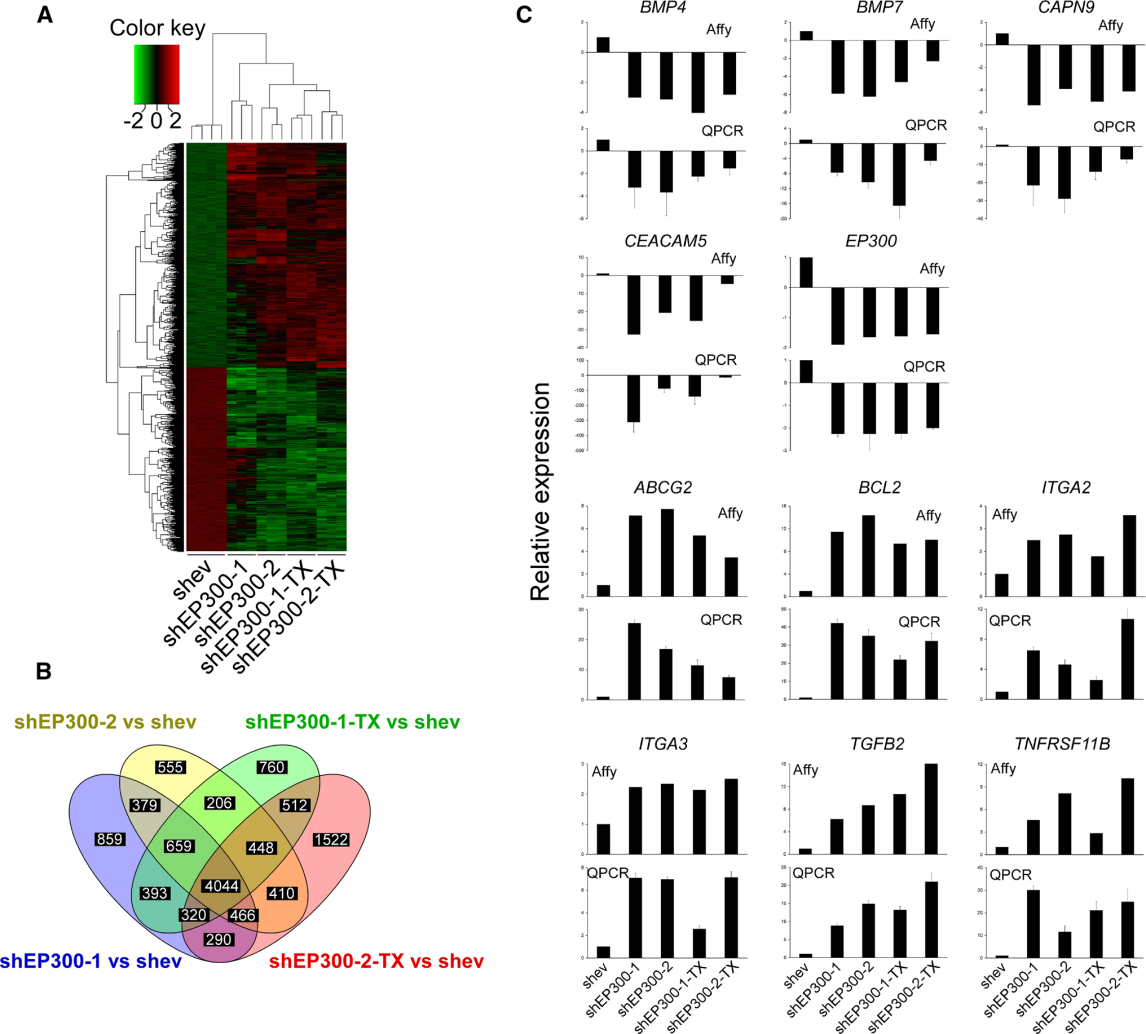
Genome-wide expression profile of EP300-downregulated MCF-7 cells, and their paclitaxel-resistant derivatives. **a** Hierarchical clustering of differentially expressed genes. Differentially upregulated expression values are shown in *red*, downregulated in *green*. *Scale* represents *colour* values corresponding to lg_2_ expression. **b**, Venn diagram indicating the number of differentially expressed genes in each of the pair-wise comparisons to MCF7-shev control cells. There were 4044 common differentially expressed genes present in all cells after downregulation of EP300. **c** Eleven genes were selected for validation by quantitative PCR. The top panel for each gene shows the normalized fluorescence from Affymetrix array expression data. The lower panel for each gene indicates the normalized QPCR data relative to the expression data obtained in control MCF7-shev cells. QPCR data represent the mean ± SD from three replicates

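Interferon response genes and p53 targets were among the transcript clusters called higher than in MCF7-shev in all 4 EP300-downregulated lines, and cell cycle genes among those called lower. Of 25 measured interferon response genes 6 were higher in all 4 lines, of 14 p53 targets 6, and of 16 genes of cholesterol synthesis and uptake 5. Of 31 cell cycle genes 10 were lower in all 4 lines. As a group the interferon response genes did not pass camera's test in MCF7-shEP300-2-TX (adjusted p = 0.138). Genes of the actin cytoskeleton and its Rho regulators gave 9 lower and 2 higher of 23. The lower ones include ARHGAP20, PLS3, CNN2 and CAPN9, which the study named on these samples, and the actin group passed camera's test in MCF7-shEP300-1-TX only. Counted over all transcript clusters, 4951 passed limma's test at an adjusted p under 0.05 in each of the 4 comparisons, 2788 of them higher in every line, 2138 lower in every line and 25 in mixed directions. Which direction is the more frequent depends on the scaling between arrays, with 2353 higher and 2637 lower after quantile normalization again and 2577 and 2369 with each array centred. The 4951 include 1116 named genes higher and 1163 named genes lower throughout, out of 14884 genes named here. A change of at least 2-fold in each line was found for 343 of the higher and 182 of the lower transcript clusters. The 4951 are 28.4% of the 17453 transcript clusters called in at least 1 line. Independent lists of the same sizes would share 6.83 transcript clusters in the higher and 2.81 in the lower direction, a number that leaves out the control arrays common to the 4 comparisons. It also leaves out that each resistant derivative descends from its hairpin line, so the 4 lists do not come from separately made lines. A change particular to the single control line would likewise appear in all 4 lists. Lines without change and 4 control arrays common to them were simulated from the spread between arrays of a line. With the same limma test they gave 0 such transcript clusters in each of 20 simulations. Where no change is simulated, passing all 4 tests at once is unlikely from the start. The simulations hold neither the descent of the resistant derivatives nor a difference particular to MCF7-shev, and so cannot weigh these. Between any 2 of the comparisons the log2 fold changes correlated across transcript clusters at r from 0.709 to 0.835, against 0.426 to 0.430 in the simulations. Their covariance was 0.112 to 0.134 against 0.0133 to 0.0135. With the control arrays split into 2 and 2, a pair for each comparison, r lay between 0.546 and 0.656. Transcript clusters are not independent replicates. The paper states that a response of this breadth fits a chromatin modifier and regulator of transcription, and it names CEACAM5, CAPN9 and BCL2 among the key molecules associated with adhesion, cytoskeletal remodelling and apoptosis (Fig. 5b).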

**Fig. 6:**
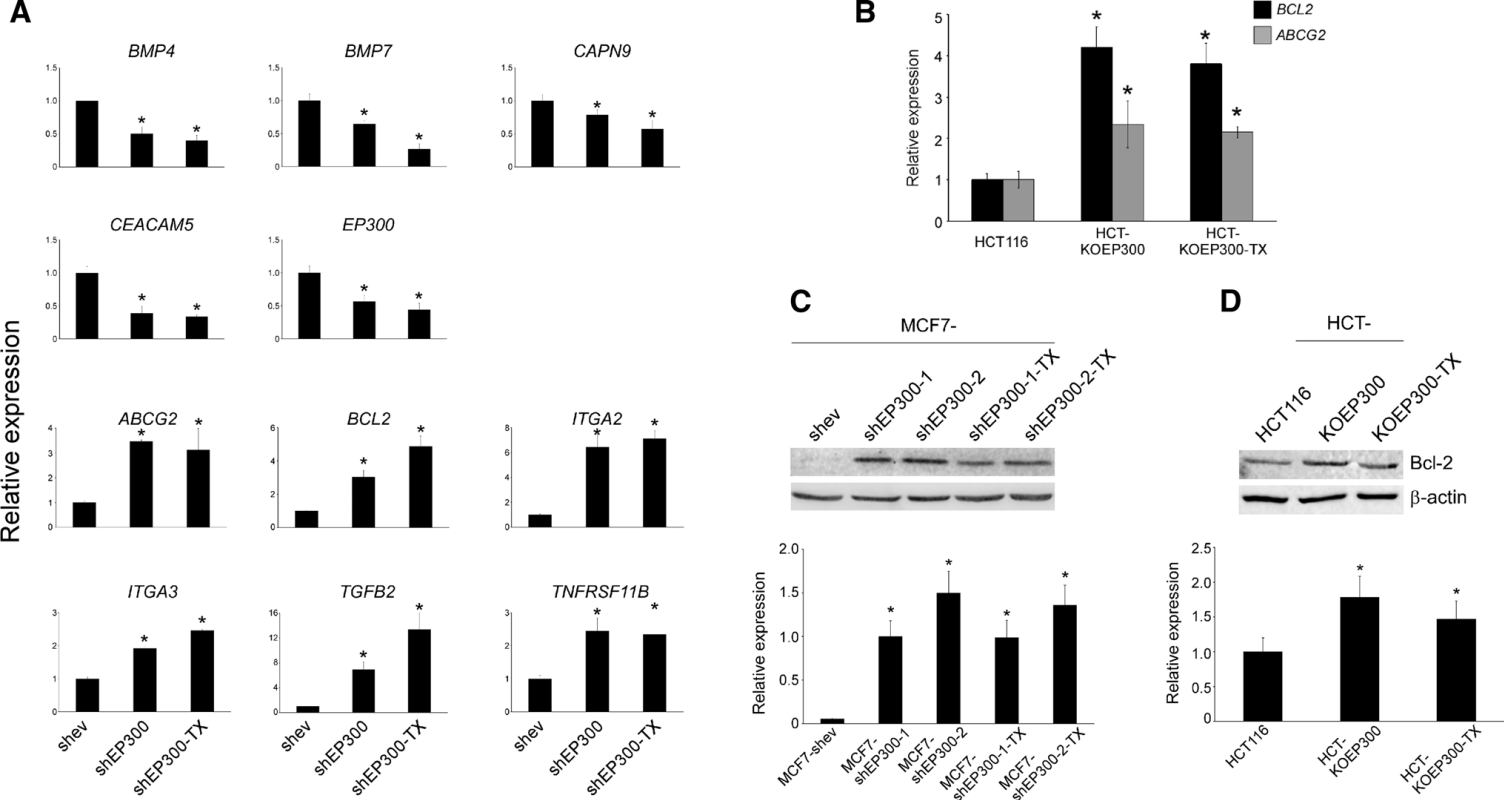
Validation of the EP300 signature in other cell models. **a** QPCR data from EP-downregulated minimally transformed mammary epithelial cells, and their paclitaxel-resistant derivatives. The gene set is the same that is used in Fig. 5c to validate the MCF-7 signature. **b** QPCR data of anti-apoptotic *BCL2* and stem cell marker *ABCG2* from the MCF-7 signature in HCT116 cells. **c** and **d**, Bcl-2 immunoblot (*top panels*) and blot quantification (*lower panels*) in both MCF-7 (**c**) and HCT116 (**d**) cell derivatives. β-actin is used as a loading control. Numerical data represent the average ± SD of three independent experiments. All statistical comparisons (*P < 0.05) versus control cells. Immunoblot shows a representative of three independent experiments

### EP300 is downregulated in metaplastic breast cancer

Metaplastic breast cancer is a rare (less than 1% of invasive breast cancers) and histologically diverse subtype of breast carcinoma with very poor prognosis. It shows the characteristics of cells undergoing EMT (spindle morphology, reprogramming of epithelial–mesenchymal markers), with acquisition of CSCs markers (CD44^+^) and is more resistant to chemotherapy than basal-like or luminal cancers [29, 30]. As EP300 regulates most of the characteristics associated with these phenotypes, we asked whether EP300 would be downregulated in metaplastic breast cancer. In order to detect EP300 by immunohistochemistry, we first validated a commercial antibody used for the Human Protein Atlas [31] by peptide competition (Fig. 7a). EP300 expression in normal/benign breast tissue was high in both the epithelial and stroma compartments. However, epithelial cells showed both nuclear and cytoplasmic staining, whereas cells from the stroma showed exclusively nuclear staining. As expected, E-cadherin expression was strong in the epithelial component and absent in the stroma (Fig. 7b). We analysed 17 metaplastic breast cancer samples that all scored negative or low for E-cadherin expression (scores 0 or 1) and found that all of them also scored low (score 1) for EP300 expression in the mesenchymal metaplastic component (Fig. 7b). Importantly, most of the EP300 nuclear staining was lost in metaplastic samples, their low positivity being the result of cytoplasmic expression (Fig. 7c). Eight (47%) metaplastic breast cancers were histologically heterogeneous, mainly with the nests of squamous differentiation showing positivity for both E-cadherin and EP300 (Fig. 7d). Due to the rarity of this type of breast cancer and the small sample size, no associations with other clinical parameters were sought. Thus, EP300 is downregulated in metaplastic breast cancer.

**Fig. 7:**
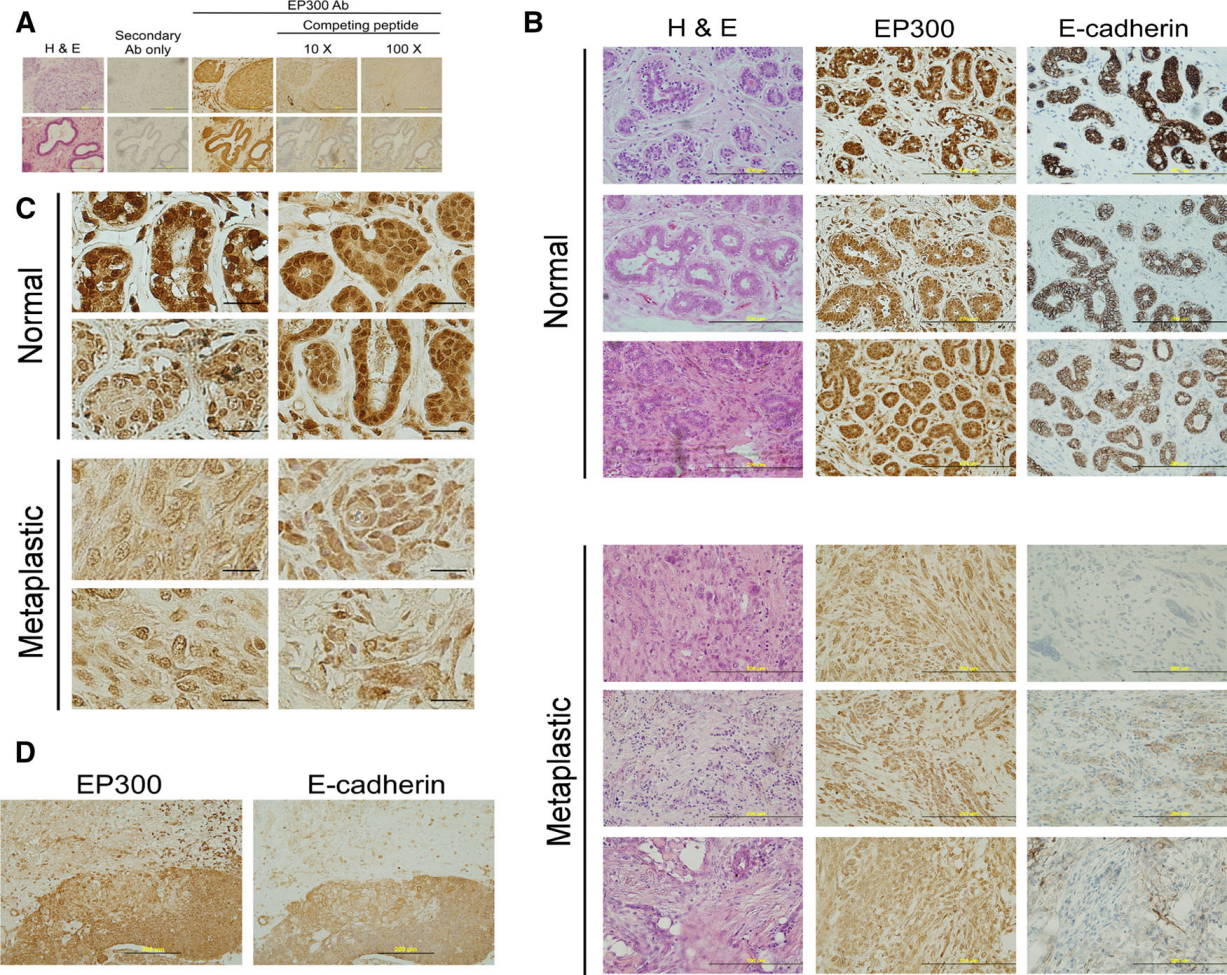
EP300 is downregulated in metaplastic breast cancer. **a** Validation of EP300 antibody using 10- and 100-fold molar excess competing peptide in two independent breast cancer samples. *H&E,* haematoxylin and eosin staining. *Scale bar*, 200 μm. **b** EP300 and E-cadherin staining in three representative samples of normal breast and metaplastic breast cancer. *H&E,* haematoxylin and eosin staining. *Scale bar*, 200 μm. **c** Loss of EP300 nuclear staining in metaplastic breast cancer. *Pictures* show representative zoomed-in shots illustrating nuclear EP300 localization in normal breast and its loss in metaplastic breast cancer. *Scale bar*, 20 μm. **d** Representative EP300 and E-cadherin staining in a metaplastic breast cancer sample with a squamous epithelium nest (bottom half). The top half is composed of spindle-like cells. Note the absence of E-cadherin and EP300 expression in the mesenchymal component but positive staining in the squamous nest. *Scale bar*, 200 μm

## Discussion

We have recently described a novel pathway controlling drug resistance in breast cancer cells. Upstream of the pathway, three miRs (miR-106b, miR-93 and miR-25) transcribed from the same cluster, target EP300, a transcriptional activator of E-cadherin. Upregulation of these miRs, found in aggressive basal-like, oestrogen receptor-negative, grade 3 breast cancers [13] and drug-resistant cell models, leads to a downregulation of EP300 and E-cadherin with initiation of an EMT [12]. However, miRs regulate the expression of many genes, and the contribution to EMT by miR targets other than EP300 cannot be ruled out. Here we describe that experimental modulation of EP300 in breast and colon cancer cell models alters paclitaxel sensitivity and the generation of resistant cells. Importantly, EP300 is also associated with stemness. Its downregulation is associated with increased in vitro tumorigenicity and cancer stem cell-like markers, whilst its ectopic expression in basal breast cancer cells partly rescues the epithelial, differentiated, paclitaxel-sensitive phenotype. Transcriptome analysis identifies key molecules associated with these phenotypes such as *CEACAM5* (adhesion), *CAPN9* (cytoskeletal remodelling), *ABCG2* (stemness), *BCL2* (apoptosis), *ITAG2* and *ITAG3* (migration) and *TGFB2* (metastasis). 

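Of 30 genes that the paper names in discussing the MCF-7 lines, 18 were analysed here, and they moved both ways. BCL2, EFEMP1, HMCN1, EPHA4 and FGFR2 were higher than in MCF7-shev in all 4 EP300-downregulated lines. EP300, BMP4, BMP7, CAPN9, CEACAM5, CEACAM6, ARHGAP20, PLS3 and CNN2 were lower in all 4. BCL2A1, EFNB1 and SATB1 passed the test in none of the 4 lines. The remaining gene, KAT2B, encodes the acetyltransferase PCAF and rose in MCF7-shEP300-2 (log2 fold change 0.46, adjusted p = 0.00023 from limma) but not in MCF7-shEP300-1 (0.08, adjusted p = 0.48). The numbers higher and lower were 5 and 9 in MCF7-shEP300-1, 6 and 9 in MCF7-shEP300-2, 6 and 9 in MCF7-shEP300-1-TX and 6 and 9 in MCF7-shEP300-2-TX. Adjusted over the list alone, the counts were 5 and 10, 6 and 9, 6 and 9 and 6 and 9. Apart from EP300, the target of the hairpins, and SATB1 and KAT2B, which the paper takes from earlier work on other cells, the study chose these genes on the same samples, so the counts are not independent evidence of direction. As a group they did not pass camera's test in any of the 4 lines (adjusted p of 0.111, 0.167, 0.105 and 0.466).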

Lastly, we have unveiled that EP300 is downregulated in metaplastic breast cancer, a rare aggressive form of the disease with histological evidence of EMT and poor clinical outcome.

During the initiation of the metastatic cascade, cells undergo reprogramming to a less differentiated, therapy-resistant and morphologically changed phenotype [32]. As EP300 functions as a histone acetyltransferase [7], with the potential to modulate the expression of a plethora of genes, it is not surprising that its experimental downregulation in MCF-7 cells alters the expression of more than 4000 genes. 

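Genes of histone acetylation moved in both directions when EP300 was lower. KAT6B, another histone acetyltransferase, fell in MCF7-shEP300-1, MCF7-shEP300-2, MCF7-shEP300-1-TX and MCF7-shEP300-2-TX, with log2 fold changes of −0.76, −0.69, −1.03 and −0.77 (standard error 0.08). The histone deacetylase gene HDAC1 rose by 0.38, 0.50, 0.51 and 0.30 (standard error 0.07). Of 19 measured acetyltransferases and EP300 partners (24 listed), 5 and 5 in MCF7-shEP300-1, 5 and 4 in MCF7-shEP300-2, 6 and 4 in MCF7-shEP300-1-TX and 4 and 4 in MCF7-shEP300-2-TX were higher and lower, with the rest not past the test. Their counts were 5 and 8, 5 and 4, 6 and 5 and 5 and 4 when adjusted over the list alone, and camera gave adjusted p of 0.78, 0.776, 0.962 and 0.905. In all 4 lines together 2 were higher and 3 lower, EP300 among the latter. HDAC2 is also among them, but its other transcript cluster had log2 fold changes of 0.07, −0.07, −0.15 and −0.18. That transcript cluster passed in none of the lines (adjusted p of 0.738, 0.711, 0.359 and 0.245 from limma). Genes of cholesterol synthesis and uptake were higher as a group in MCF7-shEP300-1, MCF7-shEP300-2 and MCF7-shEP300-2-TX. Of 16 measured (24 listed), 8 and 0 in MCF7-shEP300-1, 8 and 0 in MCF7-shEP300-2, 7 and 1 in MCF7-shEP300-1-TX and 6 and 0 in MCF7-shEP300-2-TX rose and fell, while the others did not pass. Adjusted over the list alone, 9 and 0, 9 and 0, 7 and 3 and 8 and 0 did so. HSD17B7, a reductase of this pathway, rose by 0.62, 0.79, 0.65 and 0.78, and squalene epoxidase (SQLE), a rate-limiting enzyme, by 0.48, 0.41, 0.39 and 0.45. The medians of the cholesterol genes were 0.27, 0.24, 0.15 and 0.20, with camera adjusted p of 0.000356, 0.00396, 0.0689 and 0.0245. The 3 calls were lost with an estimated correlation (adjusted p = 0.12, 0.222 and 0.422 with an estimated correlation). Without MCF7-shEP300-2-TX replicate 1 the adjusted p in MCF7-shEP300-2-TX was 0.0817, and without MCF7-shEP300-1-TX replicate 2 that in MCF7-shEP300-1-TX was 0.0449. The oestrogen receptor and its targets, which mark luminal breast cancer cells, went both ways. Of 29 measured (36 listed), 11 and 8 in MCF7-shEP300-1, 12 and 7 in MCF7-shEP300-2, 8 and 11 in MCF7-shEP300-1-TX and 8 and 3 in MCF7-shEP300-2-TX were higher and lower, and the others passed in neither direction. The numbers adjusted over the list alone were 13 and 10, 13 and 7, 10 and 12 and 11 and 4. ADCY9, an adenylyl cyclase, rose by 1.04, 0.89, 1.06 and 0.65, and IRS1, an adaptor of the insulin and IGF1 receptors, by 0.91, 0.97, 0.62 and 1.01. The progesterone receptor gene PGR fell in MCF7-shEP300-1, MCF7-shEP300-2 and MCF7-shEP300-1-TX, with log2 fold changes of −0.86, −0.64 and −1.28. Camera adjusted p were 0.141, 0.0433, 0.962 and 0.0198, past the threshold in MCF7-shEP300-2 and MCF7-shEP300-2-TX only. Both calls were lost with an estimated correlation (adjusted p = 0.178 and 0.105 with an estimated correlation). In MCF7-shEP300-2 it was also lost without control replicate 1 (adjusted p = 0.0583) or MCF7-shEP300-1 replicate 3 (adjusted p = 0.0501). The same held under cyclic loess (adjusted p = 0.0689) and on ranks (adjusted p = 0.2). Of 17 measured genes of the hypoxia response (27 listed), 1 and 5 in MCF7-shEP300-1, 2 and 4 in MCF7-shEP300-2, 2 and 4 in MCF7-shEP300-1-TX and 2 and 5 in MCF7-shEP300-2-TX were higher and lower, the others not past the test. They numbered 1 and 10, 3 and 6, 2 and 6 and 2 and 5 when adjusted over the list alone, and camera adjusted p were 0.104, 0.581, 0.0689 and 0.608. BNIP3L, a mitophagy receptor induced by low oxygen, fell, with log2 fold changes of −0.79, −0.65, −0.98 and −0.49, and VEGFA, an angiogenic growth factor, rose by 1.11, 0.49, 0.38 and 0.35. The hypoxia group passed camera's test on ranks in MCF7-shEP300-1 (adjusted p = 0.0403). It also passed in MCF7-shEP300-1-TX on ranks (adjusted p = 0.0443), after quantile normalization again (adjusted p = 0.0441) and after cyclic loess (adjusted p = 0.0472).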

Although the main function of EP300 as a transcriptional activator is well-established, such as in the case of *CDH1* (E-cadherin) transactivation [5], it may also lead to gene repression [33, 34]. Early work on MCF-7 cells expressing ribozymes specific for EP300 indicates that DNA damage-induced apoptosis is impaired in EP300-deficient cells [35]. In bladder cancer cells, experimental downregulation of EP300 leads to doxorubicin and cisplatin resistance [14, 15] and, using a minimally transformed model of mammary epithelial cells in which EP300 has been downregulated, we have recently found an impaired caspase-9 and caspase 3/7 activation following paclitaxel treatment [17]. EP300-deficient cells show multidrug resistance to a variety of structurally and functionally different drugs and γ-radiation, a phenotype that is ABC transporter independent [12, 17]. 

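BCL2 transcripts were more abundant in every array of the EP300-downregulated MCF-7 lines than in any control array. BCL2 had a mean log2 value of 7.11 ± 0.13 (SD, n = 4 arrays) in MCF7-shev. It stood at 10.62 ± 0.09 (SD, n = 3) in MCF7-shEP300-1 and 10.86 ± 0.10 (SD, n = 3) in MCF7-shEP300-2. In the resistant derivatives it was 10.20 ± 0.04 (SD, n = 3) in MCF7-shEP300-1-TX and 10.30 ± 0.12 (SD, n = 3) in MCF7-shEP300-2-TX. The resistant derivatives had less BCL2 than their parents, by log2 fold changes of −0.42 in MCF7-shEP300-1-TX and −0.56 in MCF7-shEP300-2-TX (adjusted p of 0.0417 and 0.00463 from limma). With only the 2 lines compared in the fit, neither of these calls was kept (adjusted p of 0.128 and 0.0682). The first was also lost without control replicate 1 or 4 (adjusted p of 0.0552 and 0.0544), MCF7-shEP300-1 replicate 1, 2 or 3 (0.119, 0.135 and 0.0547) or MCF7-shEP300-2 replicate 2 (0.0627). It was lost likewise without MCF7-shEP300-1-TX replicate 1, 2 or 3 (adjusted p of 0.099, 0.135 and 0.15) or MCF7-shEP300-2-TX replicate 1 or 2 (0.0549 and 0.0516). BCL2L1, which encodes the BCL2 relative Bcl-xL, fell in MCF7-shEP300-1, MCF7-shEP300-2, MCF7-shEP300-1-TX and MCF7-shEP300-2-TX, with log2 fold changes of −0.68, −0.51, −0.94 and −0.59 (standard error 0.07). XIAP, an inhibitor of caspases, rose by 0.47, 0.40, 0.35 and 0.34 (standard error 0.08). With only the 2 lines compared, XIAP did not pass in MCF7-shEP300-1-TX (adjusted p = 0.0503). Of the 7 measured anti-apoptotic genes (9 listed), 3 and 1 in MCF7-shEP300-1, 2 and 1 in MCF7-shEP300-2, 2 and 1 in MCF7-shEP300-1-TX and 3 and 2 in MCF7-shEP300-2-TX were higher and lower, and the others did not pass. Adjusted over the list alone the numbers were 3 and 1, 3 and 1, 2 and 1 and 3 and 2, and camera adjusted p were 0.109, 0.196, 0.33 and 0.58. Among pro-apoptotic genes, BIK, a BH3-only protein, fell to 58, 57.5, 50 and 54.9% of the MCF7-shev level. APAF1, the scaffold of the apoptosome, rose by 0.57 in MCF7-shEP300-1 and 0.69 in MCF7-shEP300-2. Of 11 measured pro-apoptotic BCL2 family members and caspases (19 listed), 2 and 3 in MCF7-shEP300-1, 2 and 2 in MCF7-shEP300-2, 2 and 3 in MCF7-shEP300-1-TX and 2 and 2 in MCF7-shEP300-2-TX rose and fell, the others passing in neither direction. The counts were 2 and 4, 2 and 3, 2 and 4 and 2 and 2 when adjusted over the list alone, with camera adjusted p of 0.424, 0.81, 0.65 and 0.905.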

The EP300 signature presented here highlights the importance of *BCL*-*2* in the apoptotic evasion reported in EP300-deficient cells. Although a definitive mechanistic insight in the regulation of apoptosis by EP300 has not yet been established, EP300 has been described to be associated with SATB1, leading to the repression of *CYBB*, the key component of the phagocyte NADPH oxidase [36]. SATB1 has also been described to bind the *BCL*-*2* promoter where it has a negative transcriptional regulatory function [37]. Other EP300-associated factor, PCAF, accelerates apoptosis by repressing a GLI/BCL2/BAX axis in hepatocellular carcinoma [38]. It is thus tempting to speculate that these mechanisms may also play a role in breast cancer cells.

EP300-deficient cells increase their motility and invasive properties, both in colon and breast cancer cells [11], [12]. This phenotype involves major cellular reprogramming highlighted in the EP300 signature described here with downregulation of cell adhesion molecules, such as EPCAM5 and EPCAM6, and upregulation of collagens (COL12A1 and COL4A5) and mesenchymal OB-cadherin (CDH11), a characteristic EMT marker [39]. 

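CEACAM5 and CEACAM6, adhesion molecules that the paper names elsewhere, are given here, while the symbols EPCAM5 and EPCAM6 were not looked up. CEACAM6 fell in MCF7-shEP300-1, MCF7-shEP300-2, MCF7-shEP300-1-TX and MCF7-shEP300-2-TX, with log2 fold changes of −4.74, −4.47, −4.74 and −3.10 (standard error 0.20, adjusted p of 5.16e-10, 1.14e-09, 6.45e-10 and 7.83e-08 from limma). CEACAM5 had a mean log2 value of 9.87 ± 0.10 (SD, n = 4 arrays) in MCF7-shev. It fell to 4.85 ± 0.25 (SD, n = 3) in MCF7-shEP300-1 and 5.37 ± 0.15 (SD, n = 3) in MCF7-shEP300-2. The resistant derivatives had 5.02 ± 0.43 (SD, n = 3) in MCF7-shEP300-1-TX and 7.46 ± 0.10 (SD, n = 3) in MCF7-shEP300-2-TX. Epithelial junction and polarity genes did not move in one direction. Plakoglobin (JUP), a junction protein, fell, with log2 fold changes of −0.61, −0.54, −0.77 and −0.39, and the polarity protein gene PATJ rose by 0.55, 0.56, 0.57 and 0.78. Of the 24 measured (32 listed), 5 and 7 in MCF7-shEP300-1, 6 and 5 in MCF7-shEP300-2, 7 and 8 in MCF7-shEP300-1-TX and 6 and 6 in MCF7-shEP300-2-TX were higher and lower, the others not past the test. Adjusted over the list alone these became 7 and 9, 8 and 6, 8 and 12 and 7 and 7, and camera adjusted p were 0.78, 0.953, 0.579 and 0.905. Most of the measured mesenchymal genes passed the test in none of the lines: 16 of 19 (39 listed). CDH1, CDH11, COL12A1 and COL4A5 have no named transcript cluster here. The junction and mesenchymal groups therefore do not bear on what the paper reports for them. TAGLN, an actin-binding protein of smooth muscle, fell, with log2 fold changes of −0.87, −0.76, −0.73 and −0.78 (standard error 0.09). Fibronectin (FN1) fell in MCF7-shEP300-1, MCF7-shEP300-2 and MCF7-shEP300-1-TX, with −0.74, −0.44 and −0.44, and rose by 0.66 in MCF7-shEP300-2-TX (standard error 0.07). Mesenchymal genes higher and lower were 0 and 3 in MCF7-shEP300-1, 0 and 2 in MCF7-shEP300-2, 1 and 2 in MCF7-shEP300-1-TX and 1 and 1 in MCF7-shEP300-2-TX. They were 0 and 3, 0 and 4, 1 and 2 and 1 and 1 adjusted over the list alone, with camera adjusted p of 0.256, 0.331, 0.579 and 0.852. Markers of luminal breast epithelium were lower as a group by camera's test in MCF7-shEP300-1-TX. SPDEF, a luminal transcription factor, fell, with log2 fold changes of −1.04, −0.65, −0.92 and −0.76, and MLPH, melanophilin, with −0.49, −0.32, −0.79 and −0.32. Of the 11 luminal markers measured (12 listed), 1 and 6 in MCF7-shEP300-1, 2 and 4 in MCF7-shEP300-2, 1 and 7 in MCF7-shEP300-1-TX and 0 and 3 in MCF7-shEP300-2-TX were higher and lower, the rest not past the test. Their numbers adjusted over the list alone were 3 and 6, 3 and 4, 2 and 7 and 1 and 3. Camera adjusted p were 0.114, 0.952, 0.0157 and 0.905 for the luminal markers, and the call in MCF7-shEP300-1-TX was lost with an estimated correlation (adjusted p = 0.091 with an estimated correlation). Of 6 measured basal or myoepithelial markers (17 listed), 0 and 3 in MCF7-shEP300-1, 0 and 2 in MCF7-shEP300-2, 0 and 3 in MCF7-shEP300-1-TX and 1 and 0 in MCF7-shEP300-2-TX were higher and lower, and the others passed in neither direction. The basal markers gave 0 and 3, 0 and 2, 0 and 3 and 1 and 0 when adjusted over the list alone and camera adjusted p of 0.114, 0.167, 0.117 and 0.905.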

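EFEMP1 and HMCN1, which encode the extracellular matrix proteins fibulin-3 and hemicentin-1, were higher in all 4 EP300-downregulated MCF-7 lines than in MCF7-shev. EFEMP1 rose by 1.69, 2.22, 2.38 and 2.07 on the log2 scale in MCF7-shEP300-1, MCF7-shEP300-2, MCF7-shEP300-1-TX and MCF7-shEP300-2-TX (standard error 0.07, adjusted p of 1.05e-09, 7.62e-11, 4.43e-11 and 2.49e-10 from limma). HMCN1 rose by 2.14, 2.16, 2.02 and 2.45 in the same order (standard error 0.10, adjusted p of 1.22e-09, 1.27e-09, 2.27e-09 and 5.95e-10). In MCF7-shev the mean log2 value was 8.74 ± 0.06 (SD, n = 4 arrays) for EFEMP1 and 6.99 ± 0.03 (SD, n = 4) for HMCN1. Every array of the other lines lay above every control array for both genes.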

Upregulation of fibulins (EFEMP1 and HMCN1), which bind EGFR and regulate cell adhesion and migration, correlates with tumour progression and poor prognosis in ovarian cancer [40]. 

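EPHA4, a receptor of the ephrin family, was more abundant in each EP300-downregulated MCF-7 line than in MCF7-shev. Its mean log2 value in MCF7-shev was 6.06 ± 0.08 (SD, n = 4 arrays). The hairpin lines had 9.17 ± 0.12 (SD, n = 3) in MCF7-shEP300-1 and 9.32 ± 0.12 (SD, n = 3) in MCF7-shEP300-2. The values were 8.56 ± 0.13 (SD, n = 3) in MCF7-shEP300-1-TX and 8.81 ± 0.03 (SD, n = 3) in MCF7-shEP300-2-TX. The log2 fold changes of EPHA4 were 3.10, 3.26, 2.50 and 2.75 in the order of these 4 lines (standard error 0.09, adjusted p of 1.16e-11, 6.74e-12, 1.13e-10 and 6.8e-11 from limma). Both resistant derivatives had less EPHA4 than their parents, with log2 fold changes of −0.61 for MCF7-shEP300-1-TX and −0.51 for MCF7-shEP300-2-TX (adjusted p of 0.0033 and 0.00858 from limma).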

Upregulation of EPHA4, a receptor tyrosine kinase which binds ephrin family ligands, modulates cell morphology and promotes migration in glioma cells [41]. Consistently, high levels of EPHA4 correlate with a reduced overall survival in breast cancer patients [42]. 

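ARHGAP20, which encodes a GTPase-activating protein, fell below the median signal of the arrays in all 4 EP300-downregulated MCF-7 lines. ARHGAP20 had a mean log2 value of 8.50 ± 0.20 (SD, n = 4 arrays) in MCF7-shev. It was 4.41 ± 0.06 (SD, n = 3) in MCF7-shEP300-1 and 4.53 ± 0.34 (SD, n = 3) in MCF7-shEP300-2. MCF7-shEP300-1-TX had 4.51 ± 0.11 (SD, n = 3) and MCF7-shEP300-2-TX 4.50 ± 0.18 (SD, n = 3). These are log2 fold changes of −4.10, −3.98, −3.99 and −4.01 (standard error 0.15, adjusted p of 1.17e-10, 1.76e-10, 1.78e-10 and 3.02e-10 from limma). A level near background can understate the fold of a gene.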

Downregulation of ARHGAP20, a GTPase activator of Rho-type GTPases, favours Rho to be in the active GTP-bound state and promotes motility [43]. Reorganization of the actin cytoskeleton is also important for cellular remodelling, with the downregulation of plastin (PLS3) and other actin-binding proteins (CNN2), as well as upregulation of WIPF1, which intervenes in the disassembly of stress fibres in favour of filopodia formation. 

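Plastin 3 (PLS3), which bundles actin filaments, and calponin 2 (CNN2), which binds actin, were lower in all 4 EP300-downregulated lines. PLS3 fell in MCF7-shEP300-1, MCF7-shEP300-2, MCF7-shEP300-1-TX and MCF7-shEP300-2-TX, with log2 fold changes of −4.01, −4.08, −3.83 and −3.98 (standard error 0.15, adjusted p of 1.71e-10, 1.65e-10, 2.86e-10 and 3.58e-10 from limma). CNN2 fell too, with −2.50, −2.33 and −2.34 in the first 3 and to 25% of the MCF7-shev level in MCF7-shEP300-2-TX (standard error 0.09, adjusted p of 1.31e-10, 3.22e-10, 2.75e-10 and 2.71e-09). A second transcript cluster of CNN2 fell as well, with −0.84, −0.82, −0.81 and −0.59. Of 23 measured genes of the actin cytoskeleton and its Rho regulators (42 listed), 6 and 10 in MCF7-shEP300-1, 7 and 9 in MCF7-shEP300-2, 6 and 9 in MCF7-shEP300-1-TX and 5 and 10 in MCF7-shEP300-2-TX were higher and lower, and the others did not pass. Adjusted over the list alone, they were 6 and 11, 8 and 10, 6 and 11 and 5 and 11. PLS3, CNN2, ARHGAP20 and CAPN9, which are in this list, were named by the study on these samples, and so are not independent evidence of the group's direction. The median log2 fold changes of the actin genes were −0.14, −0.20, −0.22 and −0.21, with camera adjusted p of 0.083, 0.167, 0.0433 and 0.115. In MCF7-shEP300-1-TX the call was lost with an estimated correlation (adjusted p = 0.263 with an estimated correlation). It was also lost without control replicate 1 (adjusted p = 0.0585), MCF7-shEP300-1 replicate 1 (adjusted p = 0.056) or MCF7-shEP300-2-TX replicate 2 (adjusted p = 0.0528). The same held with each array centred on its median (adjusted p = 0.0506) and on ranks (adjusted p = 0.204).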

Importantly, high expression of WIPF1 is associated with poor prognosis in breast cancer [44]. Cytoskeletal remodelling is also regulated by CAPN9, a member of the calpain family. Low CAPN9 expression has been associated with poorer clinical outcome in breast cancer patients following endocrine therapy [45].

*TGFB2* is one of the three highly homologous isoforms of TGF-β found in humans. TGF-β is a potent inducer of EMT in mammary cells, the acquisition of CSC properties and chemotherapy resistance [46, 47]. TGF-β also induces FGFR switching, causing murine mammary epithelial cells to become sensitive to FGF2 [48]. 

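FGFR2, a receptor of fibroblast growth factors, was higher in all 4 EP300-downregulated MCF-7 lines than in MCF7-shev. Its mean log2 value was 5.45 ± 0.21 (SD, n = 4 arrays) in MCF7-shev. FGFR2 rose by 1.72, 2.59, 2.09 and 2.42 on the log2 scale in MCF7-shEP300-1, MCF7-shEP300-2, MCF7-shEP300-1-TX and MCF7-shEP300-2-TX (standard error 0.10, adjusted p of 2.87e-08, 4.09e-10, 3.71e-09 and 1.58e-09 from limma). As a group, genes of the TGF-β and BMP pathway were lower than in MCF7-shev in MCF7-shEP300-1, MCF7-shEP300-2 and MCF7-shEP300-1-TX. TGFB2, which the paper reports as higher, has no named transcript cluster here, so the group does not bear on it. Of 17 measured (36 listed), 1 and 8 in MCF7-shEP300-1, 0 and 6 in MCF7-shEP300-2, 0 and 6 in MCF7-shEP300-1-TX and 4 and 3 in MCF7-shEP300-2-TX were higher and lower, and the others did not pass the test. These counts became 1 and 9, 0 and 9, 0 and 7 and 4 and 3 when adjusted over the list alone. They include BMP4 and BMP7, which the study named on these samples and which are not independent evidence of the direction. SMAD6, an inhibitor of BMP signalling, fell in MCF7-shEP300-1 and MCF7-shEP300-2, with log2 fold changes of −0.66 and −0.39. LTBP1, which holds latent TGF-β in the matrix, had −0.69 in MCF7-shEP300-1, where it fell, and 0.94 in MCF7-shEP300-2-TX, where it rose. The group's median log2 fold changes were −0.26, −0.19, −0.19 and −0.17, with camera adjusted p of 0.00155, 0.00687, 0.00956 and 0.877, and the first 3 calls held with an estimated correlation.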

A similar effect is observed in the EP300 signature, with upregulation of *TGFB2* and *FGFR2*. Importantly, FGF2 induces mesenchymal OB-cadherin (*CDH11*) expression [49], also observed in EP300-deficient MCF-7 cells. Importantly, metaplastic breast cancer is enriched in the markers of CSCs and EMT [50] and we show here low EP300 expression when compared to non-cancerous breast epithelium. Transcriptome profiling of metaplastic breast cancer indicates downregulation of epithelial phenotypes, remodelling of the extracellular matrix and EMT [51, 52]. Of note that the small sample analysed by Lien et al. indicates a concordance with differentially regulated genes in the MCF-7 EP300 signature, downregulation of *CDH1, CEACAM6* and *ARHGAP8,* another Rho GTPase-activating protein, as well as upregulation of *BCL2A1, EFNB1* (ephrin B1) and osteoprotegerin (*TNFRSF11B*), a soluble TRAIL decoy receptor secreted by inflammatory and invasive breast cancer cells that induces aneuploidy, cell proliferation and angiogenesis [53].

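CEACAM6 was lower in every array of the EP300-downregulated MCF-7 lines than in any control array. BCL2A1 and EFNB1 did not pass the test in any of the lines. CEACAM6 had a mean log2 value of 9.35 ± 0.11 (SD, n = 4 arrays) in MCF7-shev. It was at 4.61 ± 0.53 (SD, n = 3) in MCF7-shEP300-1 and 4.88 ± 0.05 (SD, n = 3) in MCF7-shEP300-2. The resistant derivatives were at 4.61 ± 0.27 (SD, n = 3) in MCF7-shEP300-1-TX and 6.25 ± 0.25 (SD, n = 3) in MCF7-shEP300-2-TX. BCL2A1, a member of the BCL2 family that restrains apoptosis, had log2 fold changes of 0.31, 0.02, 0.13 and −0.04 in MCF7-shEP300-1, MCF7-shEP300-2, MCF7-shEP300-1-TX and MCF7-shEP300-2-TX (standard error 0.19, adjusted p of 0.328, 0.958, 0.719 and 0.911 from limma). Ephrin B1 (EFNB1), a membrane ligand of Eph receptors, had −0.24, −0.09, −0.12 and −0.16 in that order (standard error 0.09, adjusted p of 0.104, 0.611, 0.421 and 0.258 from limma). EFNB1 was called lower in MCF7-shEP300-1 without control replicate 2 (log2 fold change −0.29, adjusted p = 0.0459). After quantile normalization again it was called lower in MCF7-shEP300-2-TX (−0.27, adjusted p = 0.0476).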

In conclusion, we demonstrate that tumour suppressor EP300 is poorly expressed in metaplastic breast cancer and is a master regulator of EMT, CSCs and drug resistance.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1 (XLS 50 kb)

Supplementary material 2 (DOC 36 kb)

Supplementary material 3 (DOC 148 kb)

## Abbreviations

ALDH: Aldehyde dehydrogenase
CSC: Cancer stem cell
DMEM: Dulbecco’s modified Eagle medium
EMT: Epithelial-to-mesenchymal transition
IC_50_: Drug concentration producing 50% cell death
miR: Micro RNA
MTMEC: Minimally transformed mammary epithelial cell
QPCR: Quantitative PCR

# Supplementary material for: Tumour suppressor EP300, a modulator of paclitaxel resistance and stemness, is downregulated in metaplastic breast cancer
**Source:** Breast Cancer Res Treat. 2017 Mar 24;163(3):461–74. doi: 10.1007/s10549-017-4202-z
**Supplement:** Supplementary file 2 — Supplementary material 2

**Supplementary Table 2**. Standard operating procedure for the immunohistochemical staining of clinical samples using the Bond Polymer Refine Detection kit (Leica Biosystems)

| **A. Deparaffinization**  1. In Xylene - for 30 min  2. In Xylene - for another 30 min  3. In 100% ethanol - for 10 min  4. In 90% ethanol - for 10 min  5. In 70% ethanol - for 10 min  6. In distilled water - for 5 min |
| --- |
| **B. Antigen Retrieval**  1. Preheating the chamber of a water bath for approximately 30 min.  2. Heating (100 ºC) in the presence of citrate buffer (pH 6.0) for 30 min.  3. Cooling down to room temperature.  4. Washing in PBS (one quick wash followed by two subsequent washes, each for 5 min.). |
| **C. Antibody Treatment**  1. Preparing the antibody working solution by appropriate dilution in PBS.  2. Marking the area of the slide containing the tissue with an Immedge hydrophobic pen (Vector H-1007).  3. Adding the diluted antibody solution drop-by-drop from top of the slide to cover the area marked.  4. Incubating the slides at 4°C (in a fridge); kept in a slide tray (soaked with wet tissue paper to ensure proper hydration to avoid drying out) overnight. |
| **D. Washing**  1. A quick rinse in PBS followed by two subsequent washes, each for 5 min. |
| **E. Peroxide Block**  1. Adding 3-4% (w/v) H2O2 solution after a quick rinse with PBS.  2. Incubating at room temperature for 30 min with the lid on.  3. A quick rinse off with PBS followed by two washes, each for 5 min. |
| **F. Post-primary Treatment**  1. Applying on top of the slides the post-primary solution containing rabbit anti-mouse IgG (<10 µg/mL) in 10% (v/v) animal serum in Tris-buffered saline containing 0.09% ProClin 950.  2. Incubating at room temperature for 20 min with the lid on.  3. A quick rinse off with PBS followed by two washes, each for 5 min. |
| **G. Polymer Treatment**  1. Adding the polymer solution, containing anti-rabbit Poly-HRP-IgG (<25 µg/mL) in 10% (v/v) animal serum in Tris-buffered saline containing 0.09% ProClin 950.  2. Incubating at room temperature for 30 min. with the lid on.  3. A quick rinse off with PBS followed by two washes, each for 5 min. |
| **H. DAB Treatment**  1. Adding the premixed 3,3′-Diaminobenzidine (DAB) solution containing DAB Part A (66 mM DAB in a stabilizer solution) and DAB Part B (containing ≤0.1% v/v of H2O2 in a stabilizer solution).  2. Waiting for the color to develop (not more than 3 min) as observed under the microscope.  3. Counterstaining in hematoxylin (< 0.1%) solution followed by an acid-alcohol solution. |
| **I. Dehydration**  1. Switching on the down flow work station.  2. Dipping the slides (not more than 1-2 dip) in 50%, 70% and then in 100% alcohol.  3. Dipping the slides (not more than 1-2 dip) in 2 containers containing xylene. |
| **J. Mounting and Cover-slipping**  1. Adding 1-2 drop Pertex mounting medium (CellPath, Powys, UK) on top of a cover slip.  2. Putting the slide with the stained side down on to the cover slip. |

How the deposited data were processed for this re-analysis (not part of the article)

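Gene expression was measured in 5 derivatives of the MCF-7 cell line on 16 Affymetrix Human Gene ST arrays, 4 of MCF7-shev and 3 each of MCF7-shEP300-1, MCF7-shEP300-2, MCF7-shEP300-1-TX and MCF7-shEP300-2-TX. The Methods give 3 biological replicates of each cell line and do not say which control arrays were used, so all 16 arrays named in the sample labels entered every test. The authors isolated RNA with RNeasy columns, labelled it with the WT PLUS kit and made the deposited log2 values in Affymetrix Expression Console by background correction, quantile normalization, log2 transformation and summarization per transcript cluster, with control probes filtered out. The submitters' processing notes also name Partek 6.6. The deposited log2 values have array medians between 5.22 and 5.28 and were tested as they stand. No genome build is named for them, so no position is given, and the order of neighbouring genes and the kinds of transcript come from the gene table of the assembly GRCh38.p14.

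Transcript clusters were named through a table of the array's probes, in which 16098 had 1 gene symbol, 0 had several and 37519 are not named here. The named ones cover 14884 genes, of which 779 have several transcript clusters, and such a gene is given by the transcript cluster with the highest mean. Of the genes the paper names in discussing these lines, those without a name here are not analysed, and neither are the integrins. All transcript clusters, named or not, entered the tests and the counts.

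Lines were compared with limma 3.58.1 in R 4.3.3, by a linear model with 1 mean per line over all 16 arrays and moderated variances, and p was adjusted by the Benjamini-Hochberg method within each of 8 comparisons. These are the 4 derivatives against MCF7-shev, each resistant derivative against its parent, MCF7-shEP300-2 against MCF7-shEP300-1, and the difference between the changes of the resistant derivatives from their parents. A transcript cluster was called changed at an adjusted p under 0.05. Of 25 gene lists, those with at least 3 measured genes were tested with camera at its preset correlation, and members were also counted after adjustment over the list alone. No arrays were left out of the main comparisons, and no filter on dim signals was used in them. Precision is limited by the number of arrays per line.

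The genes named in the text follow a rule: every gene the paper names in discussing the MCF-7 lines, SATB1 and KAT2B from earlier work included, the 15 highest and 15 lowest genes called in all 4 derivatives by their smallest change, for each comparison with MCF7-shev or a parent the 5 largest rises and 5 largest falls with arrays that do not overlap, and up to 4 called members of each list with the largest mean change. The values that the paper shows for the 11 genes of Fig. 5c had been seen when this rule was set. The outcome of every list is given with its comparison, and of 184 list tests 30 had a median, a mean and a camera direction that differ in sign, 0 of them past the threshold.

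The comparison of lines, the test of lists and the search for runs were tested on simulated data. For MCF7-shEP300-1 against MCF7-shev, with 200 of the transcript clusters changed, the comparison recovered 86 of 100 changed by 2-fold and 40 of 100 changed by 1.5-fold, with the right sign in 100 and 99, among 129 calls of which 3 were false. The first form of this check asked for 90 of the 100 2-fold changes to be recovered, which was not met, and after that was seen it was changed to ask for right signs, unbiased estimates and few false calls. A simulated list of 20 genes shifted by 0.5 gave a camera p of 1.72e-50 over 14884 genes and an unchanged list 0.814. A simulated run of 40 shifted neighbouring genes among 8528 was found as 1 run of 54 genes, and 0 windows passed where none was simulated.

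The alternatives, 25 in number, changed the threshold, the test, the arrays in the fit, the scaling between arrays, the filter on dim signals, the transcript clusters counted, the weighting of arrays, the test of lists and the control arrays shared by comparisons. Counted with each array left out, each split of the control arrays and each form of the t-test and of fry on its own, they make 44 settings. The t-test among them was Student's unpaired test, not the test for paired data that the Methods name. Runs of neighbouring genes were sought in windows of 15 protein-coding genes with a mean log2 value of at least 5.5, against 1000 shuffles of the gene order. Other splits of the arrays were counted over all of them or 100 drawn at random, and Dixon's test used a critical value of 0.829 for 4 arrays. Dunnett's test used mvtnorm 1.3.3, and figures and tables were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Supplementary Table 3 is not used here.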

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

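Apart from the test of scaling between arrays, every test of an explanation and every count of other splits given here was chosen only after the result was seen.

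As a group by camera's test, interferon response genes were higher in MCF7-shEP300-1-TX (20 of 25 called higher) and lower in MCF7-shEP300-2-TX (7 of 25 called lower, 18 not called) than in their parents, and the difference of these changes, the second minus the first, was IFI44 −4.96, IFI44L −3.32, IFIT1 −2.79, IFIT3 −2.63, IFIH1 −1.82, IFITM1 −1.38, BST2 −2.86, DDX60 −2.62, HERC5 −2.14 and SAMD9 −0.98 on the log2 scale, each past limma's threshold for the difference, with a list median of −1.42 (camera adjusted p = 8.02e-42). A single deviating array is argued against by the fits without each array, whose highest adjusted p for the list was 6.88e-39, and scaling between arrays by the number of the 25 members called lower in the difference, which was 18 as deposited and at least 17 under 3 other scalings. A difference between the hairpins before selection is argued against by the median difference of −0.0778 between MCF7-shEP300-2 and MCF7-shEP300-1 (quartiles −0.18 and 0.15), far from −1.42. A separate change in each of the resistant lines during its own selection remains a candidate explanation, which was not tested since each hairpin has 1 resistant derivative.

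CEACAM5, CEACAM6 and BMP7 were higher in MCF7-shEP300-2-TX than in MCF7-shEP300-2, and their change differed from that between MCF7-shEP300-1-TX and MCF7-shEP300-1 by 1.91, 1.36 and 0.98 on the log2 scale. MCF7-shev cells mixed into MCF7-shEP300-2-TX would have to make up 15.0, 7.47 and 36.9% of the cells to give these levels, but the other named genes at least 8-fold lower in MCF7-shEP300-2 (ARHGAP20, CA2, PLS3 and ZNF320) allow a median share of 1.29% (quartiles 0.298 and 2.55), and 23 genes at least 4-fold lower 1.55% (quartiles −2.18 and 6.43). A return of EP300 is argued against by its log2 difference of 0.05 between MCF7-shEP300-2-TX and MCF7-shEP300-2 (95% interval −0.14 to 0.25), against a deficit of 0.78 in MCF7-shEP300-2, although this is a measure of mRNA and not of protein. A change during the selection of this line may account for the pattern and was not tested.

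A run of 42 neighbouring genes from SEPTIN7 to LANCL2, in the order of GRCh38.p14, was higher in all 4 derivatives than in MCF7-shev, with median log2 fold changes of 0.61 in MCF7-shEP300-1, 0.54 in MCF7-shEP300-2, 0.70 in MCF7-shEP300-1-TX and 0.42 in MCF7-shEP300-2-TX, and 29, 32, 30 and 27 of the genes called higher against 4, 2, 3 and 1 lower. The ends of the run are those found in MCF7-shEP300-2 against MCF7-shev, so its values there are not independent of the search. The paper does not discuss these genes together, and 60, 30, 74 and 25 windows of 15 genes passed in the 4 comparisons, against 1, 0 and 0 between 2 and 2 of the control arrays. Noise that follows gene order on the arrays is argued against by the largest window median between 2 and 2 of the control arrays, 0.18, where the lines reached 0.79, 0.65, 0.77 and 0.62. Runs were also found from every other gene, and the genes held out lay on the run's side in 77.6, 91.7, 73.0 and 85.4% of cases. These shares pool 2, 2, 3 and 2 runs and are not values of this run alone. Any cause that shifts a whole region would give them. A gain or loss of a chromosome segment in the lines or in MCF7-shev may underlie such runs. Lower EP300 acting on the genes of the run cannot be told apart from such a gain or loss, because both hairpin lines have lower EP300 and carry the shift (median difference between them −0.0900), and expression arrays hold no measure of DNA copies.

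The change from parent to resistant derivative also differed between the hairpins, by limma's test of the difference itself, for other named genes. Each hairpin has a single resistant derivative, so an effect of the hairpin cannot be told apart from the separate selection of each line. It was more positive for hairpin 2 in CA2 0.57, CD44 0.47, DSP 0.59, FLRT3 1.14, FN1 0.80, GDF15 1.06, GREB1 0.53, IGF1R 0.57, KRT20 1.35, LINC01160 0.99, MAP1B 1.44, MME 0.76, PCDH10 1.07, PGR 0.79, PRICKLE2-AS2 1.51, STARD4 1.18 and VEGFA 0.60. It was more negative for hairpin 2 in ADGRL2 −1.72, CCNA2 −0.48, CDC25A −0.56, CXCL12 −1.25, EFEMP1 −0.84, KIF11 −0.60, LIN7A −1.07, LINC00052 −3.38, MCM5 −0.54, MCM6 −0.49, RRM2 −0.68, SNAI2 −0.98, SYNPO2 −1.15 and TFPI −1.68, all on the log2 scale. In total 477 transcript clusters were called in this difference, 184 higher and 293 lower, and the split was 199 and 203 after quantile normalization again and 223 and 210 after cyclic loess. Of 154 named genes 44 were called.

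As groups, 8 lists differed in the same comparison by camera's test. Here too, an effect of the hairpin cannot be told apart from the separate selection of each resistant line. Besides the interferon response, the median log2 differences were −0.45 for cell cycle genes (adjusted p = 9.92e-28, 0 higher and 10 lower of 31), 0.17 for the TGF-β and BMP pathway (adjusted p = 0.00194, 2 higher and 0 lower of 17), 0.24 for breast stem cell markers (adjusted p = 0.00422, 1 higher and 0 lower of 14) and 0.16 for the QPCR genes (adjusted p = 0.00938, 2 higher and 0 lower of 6), which the study chose on these samples and which are not independent evidence. Cell cycle genes, the TGF-β and BMP pathway and the interferon response kept the call with an estimated correlation, and the other 2 did not (adjusted p = 0.0819 and 0.0521 with an estimated correlation). The QPCR genes did not pass on ranks (adjusted p = 0.448). The stem cell list also holds CD24, which is low on breast cancer stem cells, so its direction is not a measure of stemness. Oestrogen receptor targets had a median of 0.14 (adjusted p = 0.0408, 3 higher and 1 lower of 29), genes of cholesterol synthesis and uptake 0.10 (adjusted p = 0.0496, 1 higher and 0 lower of 16) and basal or myoepithelial markers 0.23 (adjusted p = 0.0500, 0 higher and 0 lower of 6), and these 3 calls were lost with an estimated correlation (adjusted p = 0.112, 0.363 and 0.112 with an estimated correlation) and on ranks. The call of the oestrogen receptor targets was also lost without control replicate 2 (adjusted p = 0.05), MCF7-shEP300-1 replicate 1 (adjusted p = 0.0916), MCF7-shEP300-2 replicate 2 (adjusted p = 0.0679), MCF7-shEP300-1-TX replicate 1 (adjusted p = 0.0846) and MCF7-shEP300-2-TX replicate 2 (adjusted p = 0.0866). That of the cholesterol genes was lost without control replicate 1 (adjusted p = 0.054), control replicate 2 (adjusted p = 0.0535), control replicate 3 (adjusted p = 0.0568), MCF7-shEP300-1 replicate 1 (adjusted p = 0.0884), MCF7-shEP300-1 replicate 3 (adjusted p = 0.13), MCF7-shEP300-2 replicate 2 (adjusted p = 0.105), MCF7-shEP300-1-TX replicate 2 (adjusted p = 0.113), MCF7-shEP300-1-TX replicate 3 (adjusted p = 0.0599) and MCF7-shEP300-2-TX replicate 1 (adjusted p = 0.136). The basal markers lost it without control replicate 1 (adjusted p = 0.0579), control replicate 2 (adjusted p = 0.0535), control replicate 3 (adjusted p = 0.0568), control replicate 4 (adjusted p = 0.0585), MCF7-shEP300-1 replicate 2 (adjusted p = 0.0675), MCF7-shEP300-1 replicate 3 (adjusted p = 0.121), MCF7-shEP300-2 replicate 1 (adjusted p = 0.0754), MCF7-shEP300-2 replicate 2 (adjusted p = 0.104), MCF7-shEP300-1-TX replicate 1 (adjusted p = 0.0846), MCF7-shEP300-1-TX replicate 2 (adjusted p = 0.0753) and MCF7-shEP300-2-TX replicate 1 (adjusted p = 0.116), and after quantile normalization again and cyclic loess. Members higher and lower adjusted over the list alone were 0 and 21 for the interferon response, 0 and 31 for cell cycle genes, 4 and 1 for the TGF-β and BMP pathway, 3 and 0 for stem cell markers, 2 and 0 for the QPCR genes, 6 and 4 for oestrogen receptor targets, 1 and 0 for cholesterol genes and 2 and 0 for basal markers. The other 15 lists tested had adjusted p from 0.0765 to 0.982, and epithelial junction and polarity genes, which did not pass, did so after quantile normalization again (adjusted p = 0.0214) and cyclic loess (adjusted p = 0.00976).

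Signals in genes that the paper does not discuss were found against the control arrays in 3 lists, by camera's test at the preset and at an estimated correlation (highest adjusted p = 0.0496 with an estimated correlation). The median log2 fold changes were 0.51, 0.43 and 1.61 for interferon response genes in MCF7-shEP300-1, MCF7-shEP300-2 and MCF7-shEP300-1-TX. For p53 targets they were 0.40, 0.41 and 0.46 in MCF7-shEP300-1, MCF7-shEP300-2 and MCF7-shEP300-2-TX. Cell cycle genes had −0.35 in MCF7-shEP300-1 and −0.34 in MCF7-shEP300-2-TX.

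Dixon's test sets the gap between 1 array and the next against the range of the 4 control arrays, whatever the size of the gap. It flagged 1 array in 8 of 154 named genes, where chance gives about 7.7. The log2 value of that array was 8.27 for AGR2 and 7.66 for CDC25A and 6.28 for MVP in replicate 3, 6.19 for EPHA4 in replicate 1, 8.28 for IDI1 and 7.20 for OLFML3 in replicate 2, and 5.29 for LIN7A and 7.70 for VAV3 in replicate 4. The gap can be small, as for IDI1, where the other 3 arrays had a median of 8.30.

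Chance as the source of the counts is argued against for the comparisons with MCF7-shev, where the real split called 9665, 9454, 10477 and 11625 transcript clusters in MCF7-shEP300-1, MCF7-shEP300-2, MCF7-shEP300-1-TX and MCF7-shEP300-2-TX and the highest other split 2927, 2811, 3658 and 4989, so that 1 of 35 splits, the real one, reached each count. The same holds for the difference between the hairpins (477 against 178, 1 of 100). For the 4951 called in all 4 lines the real split was also the highest (highest other 4187, 1 of 100 splits). Those splits mixed the arrays of all 5 lines at random and still reached 4187. They therefore do not measure how far the 4 lines share their changes. The resistant derivatives against their parents and the hairpin lines against each other have 10 splits each, too few for a share under 0.05, with real counts of 851, 1697 and 512 and highest others of 1, 0 and 0.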

How the results depend on the processing

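No alternative was added after the values were seen. Counts are given for MCF7-shEP300-1, MCF7-shEP300-2, MCF7-shEP300-1-TX and MCF7-shEP300-2-TX against MCF7-shev, for the resistant derivatives of hairpins 1 and 2 against their parents, for MCF7-shEP300-2 against MCF7-shEP300-1, for the difference between the hairpins and for all 4 lines together, in this order. They follow from the threshold, and were 6234, 5999, 6625, 7412, 377, 613, 205, 180 and 3162 at an adjusted p under 0.01, 4031, 4017, 4661, 5140, 383, 799, 238 and 1838 with at least 1.5-fold (the difference between the hairpins stayed within 1.5 times and is left out), 1202, 1242, 1618, 1694, 134, 207, 50, 140 and 525 with at least 2-fold, and 15419, 15071, 16190, 17470, 7225, 8019, 5809, 5531 and 7589 at an unadjusted p under 0.05. The Methods name Student's t-test for paired data, but the t-test run here was unpaired. With this unpaired t-test and Benjamini-Hochberg adjustment, 6115 and 6075 were called in the hairpin lines, 6999 in MCF7-shEP300-2-TX (MCF7-shEP300-1-TX stayed within 1.5 times), 146, 104 and 8 in the comparisons with a parent and between the hairpin lines, and 2929 in all 4 lines. At P under 0.05 without adjustment the unpaired t-test gave 6852, 7111 and 5105 for the resistant derivatives against their parents and MCF7-shEP300-2 against MCF7-shEP300-1. It was not run for the difference between the hairpins, and Dunnett's test was run against MCF7-shev, where no count moved over 1.5 times.

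Fewer transcript clusters were counted with a single gene symbol, 5314, 4995, 5146 and 5575 against MCF7-shev and 2840 in all 4 lines, and with 1 per gene, 5107, 4792, 4920 and 5245, and 2736, because fewer were tested. Moderation with trend and robust gave 1346, 842 and 877 for MCF7-shEP300-1-TX against its parent, MCF7-shEP300-2 against MCF7-shEP300-1 and the difference between the hairpins. With only the 2 lines compared, the resistant derivatives against their parents and the hairpin lines gave 192, 491 and 37, from fewer arrays in the fit. Transcript clusters at or above the median mean gave 1471, 2769, 899 and 918 for the resistant derivatives against their parents, the hairpin lines and the difference between the hairpins, and those with a line mean of at least 5 gave 1392, 2707, 836 and 856. ANOVA without moderation gave 781 for the hairpin lines and 802 for the difference between the hairpins. Called against MCF7-shev in the derivative and not in its parent were 3562 and 4739. Splitting the control arrays moved the correlations between comparisons to 0.646, 0.628, 0.546, 0.656, 0.624 and 0.644 in split 1, 0.645, 0.627, 0.546, 0.656, 0.624 and 0.644 in split 2 and 0.646, 0.627, 0.546, 0.656, 0.624 and 0.644 in split 3. The cause was not tested, except where fewer transcript clusters or arrays are named.

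Replicate numbers are not known to pair the arrays: the deviations of 30 same-numbered pairs correlated at r from −0.124 to 0.07, with 0 over 0.1, and 5 of 16 arrays correlated best with their own number. With the replicate number as a block the counts were 341 and 286 for MCF7-shEP300-2 against MCF7-shEP300-1 and for the difference between the hairpins, and the other counts stayed within 1.5 times. The block ended 7 of 184 list tests and 44 gene values lost their call.

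Leaving out 1 array gave ranges of 7674 to 9590, 7022 to 9475, 7853 to 10509 and 8509 to 11685 against MCF7-shev, 443 to 834 and 723 to 1695 for the resistant derivatives against their parents, 235 to 487 for the hairpin lines, 251 to 439 for the difference between the hairpins and 4282 to 4834 for all 4 lines. Single arrays moved the count by over 1.5 times as follows. For MCF7-shEP300-1-TX against its parent it was 555 without MCF7-shEP300-1 replicate 2, 444 without MCF7-shEP300-1-TX replicate 1, 522 without MCF7-shEP300-1-TX replicate 2 and 443 without MCF7-shEP300-1-TX replicate 3. For MCF7-shEP300-2-TX against its parent it was 1122 without MCF7-shEP300-2 replicate 1, 956 without MCF7-shEP300-2 replicate 2, 724 without MCF7-shEP300-2 replicate 3, 723 without MCF7-shEP300-2-TX replicate 2 and 1081 without MCF7-shEP300-2-TX replicate 3. For MCF7-shEP300-2 against MCF7-shEP300-1 it was 316 without MCF7-shEP300-1 replicate 1, 296 without MCF7-shEP300-1 replicate 2, 323 without MCF7-shEP300-1 replicate 3, 265 without MCF7-shEP300-2 replicate 1, 235 without MCF7-shEP300-2 replicate 2 and 279 without MCF7-shEP300-2 replicate 3. For the difference between the hairpins it was 298 without MCF7-shEP300-1 replicate 2, 288 without MCF7-shEP300-2 replicate 2, 255 without MCF7-shEP300-2 replicate 3, 251 without MCF7-shEP300-1-TX replicate 1, 251 without MCF7-shEP300-1-TX replicate 2, 289 without MCF7-shEP300-1-TX replicate 3 and 263 without MCF7-shEP300-2-TX replicate 2.

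Of the values of named genes over all fits without 1 array, 10838 kept their direction and side of the threshold, 420 lost the call and 22 gained it. Quantile normalization again ended 17 gene calls and made 9, centring 8 and 4, cyclic loess 10 and 9, and only the 2 lines compared ended 103. Among 184 list tests, 25 lost the call with an estimated correlation, 11 on ranks and 1, 1 and 2 under quantile normalization, centring and cyclic loess. Fry's directional test made 59 calls that camera did not make, as it does not compare a list with other genes, and turned 1: breast stem cell markers in MCF7-shEP300-1 against MCF7-shev (0.00769), the cause of which was not tested. Dim signals limit what can be seen, since near background a change is understated.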

Differences from the paper's values

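The values from Fig. 5b were read by eye, and the paper's text names no threshold for it beyond P under 0.05 for the whole paper, while the values here are at an adjusted p under 0.05. The legend of Fig. 5b speaks of genes, whereas the counts here are of transcript clusters, many of them without a gene name. The numbers changed against MCF7-shev in MCF7-shEP300-1 and in no other line were about 860 in the paper's Fig. 5b, read by eye, and 1320 here. For MCF7-shEP300-2 alone they were about 560 in the paper's Fig. 5b and 867 here. In MCF7-shEP300-1-TX alone they were about 760 in the paper's Fig. 5b and 1388 here, and in MCF7-shEP300-2-TX alone about 1500 in the paper's Fig. 5b and 2764 here. In both resistant derivatives and no hairpin line they were about 510 in the paper's Fig. 5b and 1095 here. In MCF7-shEP300-1 and both resistant derivatives they were about 320 in the paper's Fig. 5b and 513 here, and in MCF7-shEP300-2 and both resistant derivatives about 450 in the paper's Fig. 5b and 766 here. The other 8 regions, that of all 4 lines among them (4044 in the paper's text, 4951 here), were within 1.5 times. With 1 transcript cluster per gene, which covers named genes only, 6 of the 15 regions were within 1.5 times (2736 in all 4 lines).

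Of the alternatives set before the data were examined, an adjusted p under 0.01 and a minimum of 1.5-fold each bring all 7 of these regions within 1.5 times of the paper's. At an adjusted p under 0.01 all 15 regions are within (3162 in all 4 lines), while at 1.5-fold 11 are and the region of all 4 lines is not (1838). An unpaired Student's t-test with Benjamini-Hochberg adjustment, which is not the paired form that the Methods name, brings all of the 7 within except MCF7-shEP300-1-TX alone, and 13 of the 15 regions (2929 in all 4 lines). With only the 2 lines compared, MCF7-shEP300-1 alone, MCF7-shEP300-2 alone, MCF7-shEP300-2-TX alone and both regions of a hairpin line with both derivatives come within. The replicate number as a block does so for MCF7-shEP300-1 alone, MCF7-shEP300-2 alone and the same 2 regions of 3 lines. Transcript clusters at or above the median mean bring the 4 regions of a single line within. Those with 1 gene symbol do so for MCF7-shEP300-1, MCF7-shEP300-1-TX and MCF7-shEP300-2-TX alone, both derivatives, and MCF7-shEP300-1 with both derivatives. ANOVA without moderation, moderation with trend and robust, and a line mean of at least 5 bring MCF7-shEP300-1 alone and MCF7-shEP300-2 alone within. Counting 1 transcript cluster per gene and array weights do so for MCF7-shEP300-1 alone and MCF7-shEP300-1 with both derivatives, quantile normalization again and cyclic loess for MCF7-shEP300-2 alone, and centring for MCF7-shEP300-1 alone. None of the 7 comes within at 2-fold (525 in all 4 lines), under Dunnett's test, at an unadjusted p (7589) or with the unpaired t-test at P under 0.05 (6343).

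Leaving out 1 array brings MCF7-shEP300-1 alone within for each control and each MCF7-shEP300-1 array, MCF7-shEP300-2 alone for each control and each MCF7-shEP300-2 array, MCF7-shEP300-1-TX alone for each of its arrays, and MCF7-shEP300-2-TX alone for its replicates 2 and 3. Both derivatives come within without MCF7-shEP300-1-TX replicate 1 or 3 or MCF7-shEP300-2-TX replicate 2. MCF7-shEP300-1 with both derivatives does so without control replicate 2 or 4 or any array of these 3 lines, and MCF7-shEP300-2 with both derivatives without control replicate 1, 2 or 4 or any array of its 3 lines.

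The paper names BCL2A1 and EFNB1 as higher in the EP300-downregulated MCF-7 lines, while here the log2 fold changes in MCF7-shEP300-1, MCF7-shEP300-2, MCF7-shEP300-1-TX and MCF7-shEP300-2-TX were 0.31, 0.02, 0.13 and −0.04 for BCL2A1 and −0.24, −0.09, −0.12 and −0.16 for EFNB1. No setting in which single genes were called gave either as higher. The other thresholds and filters, ANOVA without moderation, Dunnett's test and the unpaired t-test were run for counts only. These genes were therefore not called under those settings. EFNB1 was called lower in MCF7-shEP300-1 without control replicate 2 (adjusted p = 0.0459) and in MCF7-shEP300-2-TX after quantile normalization again (adjusted p = 0.0476). CEACAM6, named beside them as lower, fell in all 4 lines. The dendrogram of Fig. 5a joins the resistant derivatives with each other, while over the 17453 transcript clusters called in at least 1 line MCF7-shEP300-2-TX separates from the other EP300-downregulated lines at 3 clusters and MCF7-shEP300-1 joins MCF7-shEP300-2 at 4.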

Other observations

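The counts by kind of transcript, the clustering of arrays, the runs of neighbouring genes and the overlap of changes in the resistant derivatives were chosen only after the data were seen.

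Against its parent, MCF7-shEP300-1-TX had higher interferon response genes (median 1.20, camera adjusted p = 4.27e-41, 20 higher and 0 lower of 25, adjusted over the list alone 22 and 0) and higher cell cycle genes (median 0.29, camera adjusted p = 9.89e-19, 9 higher and 0 lower of 31, adjusted over the list alone 24 and 0), and both calls held with an estimated correlation. IFI44 rose by 4.36, IFIT1 by 2.75 and DDX60 by 2.06 on the log2 scale (standard errors 0.15, 0.24 and 0.15). Lower as groups were breast stem cell markers (median −0.16, camera adjusted p = 0.00784, 1 higher and 3 lower of 14, adjusted over the list alone 1 and 6), anti-apoptotic genes (median −0.16, camera adjusted p = 0.0206, 0 higher and 1 lower of 7, adjusted over the list alone 0 and 2), oestrogen receptor targets (median −0.05, camera adjusted p = 0.00784, 0 higher and 4 lower of 29, adjusted over the list alone 2 and 10), p53 targets (median −0.10, camera adjusted p = 0.0405, 0 higher and 1 lower of 14, adjusted over the list alone 0 and 3) and cholesterol genes (median −0.14, camera adjusted p = 0.00309, 0 higher and 3 lower of 16, adjusted over the list alone 0 and 3). These 5 calls were lost with an estimated correlation (adjusted p = 0.116, 0.0882, 0.0882, 0.256 and 0.162 with an estimated correlation). Among the 3 stem cell list members called lower is CD24, a surface protein that is itself low on breast cancer stem cells. A lower list is therefore not a measure of less stemness. The call of the stem cell markers was also lost without and MCF7-shEP300-1 replicate 3 (adjusted p = 0.0538), that of the anti-apoptotic genes without and MCF7-shEP300-1 replicate 1 (adjusted p = 0.0519), that of the oestrogen receptor targets without and MCF7-shEP300-1 replicate 1 (adjusted p = 0.0519) and that of the p53 targets without MCF7-shEP300-1 replicate 2 (adjusted p = 0.0827), MCF7-shEP300-1 replicate 3 (adjusted p = 0.0538) and MCF7-shEP300-1-TX replicate 2 (adjusted p = 0.104). On ranks the stem cell markers, oestrogen receptor targets and p53 targets did not pass (adjusted p = 0.0686, 0.0686 and 0.0858). The other 16 lists tested had adjusted p from 0.0608 to 0.75, and leukocyte markers, at 0.0608, passed without control replicate 1 (adjusted p = 0.0461), MCF7-shEP300-1 replicate 2 (adjusted p = 0.014) and MCF7-shEP300-2-TX replicate 2 (adjusted p = 0.0423). In total 851 transcript clusters changed, 460 higher and 391 lower, and this split was 337 and 492 after quantile normalization again and 347 and 452 with each array centred.

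Against its parent, MCF7-shEP300-2-TX had lower interferon response genes (median −0.30, camera adjusted p = 2.06e-05, 0 higher and 7 lower of 25, adjusted over the list alone 0 and 10), higher genes of the TGF-β and BMP pathway (median 0.18, camera adjusted p = 2.06e-05, 6 higher and 0 lower of 17, adjusted over the list alone 6 and 0) and lower cell cycle genes (median −0.16, camera adjusted p = 4.45e-06, 0 higher and 5 lower of 31, adjusted over the list alone 0 and 9), of which the last was lost with an estimated correlation (adjusted p = 0.0742 with an estimated correlation). QPCR genes, which the study chose on these samples and which are not independent evidence, were higher (median 0.16, camera adjusted p = 0.0414, 2 higher and 1 lower of 6, adjusted over the list alone 2 and 1), as were basal or myoepithelial markers (median 0.23, camera adjusted p = 0.0373, 2 higher and 0 lower of 6, adjusted over the list alone 2 and 0). Both calls were lost with an estimated correlation (adjusted p = 0.0991 and 0.0991 with an estimated correlation) and on ranks (adjusted p = 0.797 and 0.415). The QPCR genes also lost theirs without control replicate 2 (adjusted p = 0.0589), control replicate 3 (adjusted p = 0.0565), control replicate 4 (adjusted p = 0.0511), MCF7-shEP300-1 replicate 3 (adjusted p = 0.0514), MCF7-shEP300-2 replicate 2 (adjusted p = 0.0771) and MCF7-shEP300-2-TX replicate 1 (adjusted p = 0.0666), and the basal markers without MCF7-shEP300-2 replicate 2 (adjusted p = 0.0832) and MCF7-shEP300-2-TX replicate 1 (adjusted p = 0.0666). CEACAM5, BMP7 and CEACAM6 rose by 2.09, 1.47 and 1.37, and LINC00052 fell, with a log2 fold change of −3.56. The other 18 lists tested had adjusted p from 0.356 to 0.942, and 1697 transcript clusters changed, 841 higher and 856 lower. This split was 710 and 1000 with each array centred and 927 and 797 under cyclic loess.

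Genes that moved from parent to derivative with both hairpins include SOX2, a stem cell transcription factor, which rose by 1.35 with hairpin 1 and 1.88 with hairpin 2, and CD44, a hyaluronan receptor, which fell, with log2 fold changes of −1.17 and −0.70. SOX2 was not called higher in MCF7-shEP300-1-TX than in MCF7-shev, so its rise from the parent with hairpin 1 was not a called gain over the control line. The immune checkpoint ligand gene VTCN1 had −1.67 and −2.04, and VEPH1 −1.66 and −1.92. Transcript clusters called in both comparisons, which share no arrays, were 80 higher and 142 lower in both, where independent lists would share 7.22 and 6.24, and 25 in opposite directions, where they would share 13.5. Across all transcript clusters the changes correlated at r = 0.247, and transcript clusters are not independent replicates.

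Breast stem cell markers did not pass camera's test against MCF7-shev in any of the 4 lines (adjusted p of 0.748, 0.85, 0.0689 and 0.905), with 3 and 2 in MCF7-shEP300-1, 3 and 2 in MCF7-shEP300-2, 0 and 4 in MCF7-shEP300-1-TX and 1 and 2 in MCF7-shEP300-2-TX higher and lower of 14, and 3 and 2, 3 and 3, 1 and 4 and 1 and 2 when adjusted over the list alone. CD44 had log2 fold changes of 0.82, 0.68, −0.36 and −0.02 against MCF7-shev in the order of these lines, called in the first 3, and CD24, a surface protein that is low on breast cancer stem cells, 0.45, 0.43, 0.07 and −0.02, called in the first 2. Since the list holds CD24 beside markers that are high on stem cells, its direction is not a measure of stemness. KLF4, a transcription factor, fell in all 4 lines, with −0.81, −0.78, −1.13 and −0.75. SATB1, a chromatin organizer, had 0.07, −0.03, −0.12 and 0.00 and passed in none (adjusted p of 0.674, 0.874, 0.416 and 0.991 from limma). KAT2B had 0.22 in MCF7-shEP300-1-TX (adjusted p = 0.0368) and 0.29 in MCF7-shEP300-2-TX (adjusted p = 0.00663). The first of these KAT2B calls was lost without control replicate 2 (adjusted p = 0.0945) or 3 (adjusted p = 0.0593) and without MCF7-shEP300-1-TX replicate 1, 2 or 3 (adjusted p = 0.126, 0.0693 and 0.0972), and both were lost with only the 2 lines compared (adjusted p = 0.0992 and 0.0506). Under quantile normalization again, centring and cyclic loess the first was lost too (adjusted p = 0.23, 0.0804 and 0.108).

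Tubulins and microtubule proteins, the targets of paclitaxel among them, did not pass as a group against MCF7-shev (adjusted p of 0.971, 0.668, 0.799 and 0.852), with 3 and 3 in MCF7-shEP300-1, 4 and 2 in MCF7-shEP300-2, 2 and 3 in MCF7-shEP300-1-TX and 2 and 2 in MCF7-shEP300-2-TX higher and lower of 14, and 3 and 3, 4 and 2, 2 and 3 and 3 and 2 when adjusted over the list alone. MAP2, a microtubule-associated protein, rose by 0.58, 0.68, 0.57 and 0.92. Of 12 drug efflux genes 1 is named here, MVP, so the list was not tested. MVP, the major vault protein, was lower in MCF7-shEP300-1-TX (log2 fold change −0.44, adjusted p = 0.0258 from limma) and did not pass in MCF7-shEP300-1, MCF7-shEP300-2 or MCF7-shEP300-2-TX (−0.26, 0.06 and 0.04). The MVP call was lost without control replicate 1, 2 or 4 (adjusted p = 0.0618, 0.0585 and 0.0655), without MCF7-shEP300-1-TX replicate 3 (adjusted p = 0.137) and with only the 2 lines compared (adjusted p = 0.0576). The 21 integrins are not analysed here.

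Markers of other cells did not pass camera's test against MCF7-shev. Adjusted p were 0.759, 0.668, 0.538 and 0.905 for 8 colon epithelium markers (0 and 1 in MCF7-shEP300-1, 0 and 1 in MCF7-shEP300-2, 0 and 1 in MCF7-shEP300-1-TX and 1 and 1 in MCF7-shEP300-2-TX higher and lower, 0 and 0, 0 and 0, 0 and 1 and 1 and 1 when adjusted over the list alone). For 4 fibroblast markers they were 0.498, 0.613, 0.97 and 0.946 (1 and 0 in MCF7-shEP300-1, 1 and 0 in MCF7-shEP300-2, 1 and 0 in MCF7-shEP300-1-TX and 0 and 0 in MCF7-shEP300-2-TX, and 1 and 0, 1 and 0, 1 and 0 and 0 and 0 over the list alone). For 4 leukocyte markers they were 0.424, 0.952, 0.697 and 0.678 (1 and 0 in MCF7-shEP300-1, 0 and 1 in MCF7-shEP300-2, 0 and 0 in MCF7-shEP300-1-TX and 0 and 1 in MCF7-shEP300-2-TX, and 1 and 0, 0 and 1, 0 and 0 and 0 and 1 over the list alone). For 6 endothelium markers they were 0.376, 0.706, 0.579 and 0.905 (0 and 0 in MCF7-shEP300-1, 0 and 0 in MCF7-shEP300-2, 0 and 1 in MCF7-shEP300-1-TX and 1 and 0 in MCF7-shEP300-2-TX, and 0 and 0, 0 and 0, 0 and 1 and 0 and 0 over the list alone).

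Between the hairpin lines, MCF7-shEP300-2 had higher luminal markers than MCF7-shEP300-1 (median 0.17, camera adjusted p = 0.000155, 2 higher and 0 lower of 11, adjusted over the list alone 4 and 0), which held with an estimated correlation. Cell cycle genes (median 0.14, camera adjusted p = 8.89e-07, 1 higher and 0 lower of 31, adjusted over the list alone 5 and 0), the genes named by the paper (median 0.15, camera adjusted p = 0.00071, 3 higher and 0 lower of 18, adjusted over the list alone 5 and 0) and the QPCR genes (median 0.20, camera adjusted p = 0.0237, 0 higher and 0 lower of 6, adjusted over the list alone 3 and 0) were also higher, and lost the call with an estimated correlation (adjusted p = 0.0543, 0.0543 and 0.0773 with an estimated correlation). The study chose the QPCR genes on these samples, and most of the genes named by the paper too, so these lists are not independent evidence, and the QPCR genes lost the call without and MCF7-shEP300-1 replicate 3 (adjusted p = 0.153). The other 19 lists tested had adjusted p from 0.182 to 0.982, and 512 transcript clusters changed, 310 higher and 202 lower. A run of 55 neighbouring genes from ISM2 to EXOC3L4, in the order of GRCh38.p14, had a median log2 difference of 0.25 between them, with medians against MCF7-shev of 0.06 in MCF7-shEP300-1, 0.31 in MCF7-shEP300-2, 0.06 in MCF7-shEP300-1-TX and 0.32 in MCF7-shEP300-2-TX.

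By kind of transcript, 14 small nuclear RNA transcript clusters had 0 higher and 12, 12, 12 and 13 lower than MCF7-shev in MCF7-shEP300-1, MCF7-shEP300-2, MCF7-shEP300-1-TX and MCF7-shEP300-2-TX by limma, though these genes have many near-identical copies that the probes do not separate. Of 1595 long non-coding RNA transcript clusters 137, 153, 151 and 187 were higher and 70, 65, 71 and 85 lower. Clustering of all transcript clusters separated the control arrays from the rest at 2 clusters, and the lines did not each form their own cluster at more, with control replicate 2 and MCF7-shEP300-1 replicate 1 on their own.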
